# Neuroinflammatory history results in overlapping transcriptional signatures with heroin exposure in the nucleus accumbens and alters responsiveness to heroin in male rats

**DOI:** 10.1038/s41398-024-03203-4

**Published:** 2024-12-19

**Authors:** Gabriele Floris, Mary Tresa Zanda, Konrad R. Dabrowski, Stephanie E. Daws

**Keywords:** Molecular neuroscience, Addiction

## Abstract

Recent progress in psychiatric research has highlighted neuroinflammation in the pathophysiology of opioid use disorder (OUD), suggesting that heightened immune responses in the brain may exacerbate opioid-related mechanisms. However, the molecular mechanisms resulting from neuroinflammation that impact opioid-induced behaviors and transcriptional pathways remain poorly understood. In this study, we have begun to address this critical knowledge gap by exploring the intersection between neuroinflammation and exposure to the opioid heroin, utilizing lipopolysaccharide (LPS)-induced neuroinflammation, to investigate transcriptional changes in the nucleus accumbens (NAc), an essential region in the mesolimbic dopamine system that mediates opioid reward. By integrating RNA sequencing with bioinformatic and statistical analyses, we observed significant transcriptional overlaps between neuroinflammation and experimenter-administered heroin exposure in the NAc. Furthermore, we identified a subset of NAc genes synergistically regulated by LPS and heroin, suggesting that LPS history may exacerbate some heroin-induced molecular neuroadaptations. We extended our findings to examine the impact of neuroinflammatory history on responsiveness to heroin in a locomotor sensitization assay and observed LPS-induced exacerbation of heroin sensitization, indicating that neuroinflammation may increase sensitivity to opioids’ behavioral effects. Lastly, we performed comparative analysis of the NAc transcriptional profiles of LPS-heroin rats with those obtained from voluntary heroin intake in a rat model of heroin self-administration (SA) and published human OUD datasets. We observed significant convergence of the three datasets and identified transcriptional patterns in the preclinical models that recapitulated human OUD neuropathology, highlighting the utility of preclinical models to further investigate molecular mechanisms of OUD pathology. Overall, our study elucidates transcriptional interconnections between neuroinflammation and heroin exposure, and also provides evidence of the behavioral ramifications of such interactions. By bridging the gap between neuroinflammation and heroin exposure at the transcriptional level, our work provides valuable insights for future research aimed at mitigating the influence of inflammatory pathways in OUD.

## Introduction

Current psychiatric research suggests that neuroinflammation, a process characterized by heightened immune responses in the brain, may play a causal role in the pathophysiology of various psychiatric conditions [1]. Particularly, in opioid use disorder (OUD), neuroinflammation is believed to exacerbate the mechanisms of addiction, influencing drug-seeking behaviors and withdrawal symptoms [2]. Clinical evidence associating inflammation with OUD mainly stems from observations of heightened levels of proinflammatory cytokines in the bloodstream of individuals dependent on opioids [3], though studies on cytokine release in human cells report inconsistent outcomes [2]. Nevertheless, recent transcriptomic analyses in human brain samples from patients with OUD have indicated a clear link between dysregulation of the brain’s inflammatory pathways and opioid dependence [4–6]. Despite these advancements, our understanding of the specific transcriptional and molecular mechanisms by which opioids induce pro-inflammatory responses in the brain, and how these inflammatory processes, in turn, may affect heroin’s impact, remains limited. This gap highlights the need for further investigation into the intricate and specific interactions between neuroinflammation and opioid dependence, emphasizing the complexity of this bidirectional relationship. Therefore, investigation into the transcriptional changes at the intersection between neuroinflammation and heroin exposure may aid in the identification of previously understudied pathways that may contribute to drug seeking behavior or vulnerability for addiction-like phenotypes. The use of immunostimulant compounds such as lipopolysaccharide (LPS) has been employed to model phenotypes of depression and schizophrenia in rodents following systemic inflammation [7–10]. Emerging research in this domain has revealed that such inflammation may also impact the neurobiological response to drugs of abuse [11–15]. Systemic inflammation from peripheral LPS administration can potentiate or enhance the physiological and behavioral responses to nicotine, psychostimulants, and alcohol [16–18]. In our study, we have begun to further investigate this later theory by employing a rodent model of LPS-induced neuroinflammation [19, 20] to evaluate the transcriptional changes in the nucleus accumbens (NAc), a brain region pivotal in OUD and sensitive to immunomodulation [21]. This study employs a combination of RNA sequencing (seq) and bioinformatic analyses to investigate the impact of LPS and/or heroin on the NAc transcriptional landscape. The findings reveal a significant concordance in the transcriptional responses between pretreatment of LPS and heroin exposure in rats, with a subset of genes recapitulating human OUD neuropathologies. Moreover, LPS pretreatment amplified heroin-induced locomotor sensitization, suggesting that neuroinflammation may increase sensitivity to opioids. This research provides valuable insights for future research aimed at mitigating the influence of inflammatory pathways in OUD.

## Methods

### Subjects

Adult male Sprague Dawley rats (Charles River Laboratories), 8 weeks old, were used in this study. Rats were pair-housed upon arrival with constant room temperature (22 ± 2 °C) and humidity (40%). Rats were acclimated for 7 days prior to behavioral experiments. Rats used for non-SA studies were paired-housed upon arrival and kept on a normal light/dark cycle (lights on at 9:00 a.m.; off at 9:00 p.m.). SA rats were kept on a reverse light/dark cycle (lights on at 9:00 p.m.; off at 9:00 a.m.) and single-housed after intravenous catheter surgery for the remainder of the experiment, as previously described [22]. Rodent chow food was provided *ad libitum*, except where described. All procedures were compliant with the National Institutes of Health’s Guide for the Care and Use of Laboratory Animals and were approved by Temple University’s Institutional Animal Care and Use Committee.

### Drugs

Diamorphine hydrochloride (heroin) was provided by the NIDA Drug Supply, (Research Triangle Park, NC) and dissolved in a sterile saline solution (0.9% sodium chloride) for injection and intravenous SA. Lipopolysaccharides (LPS) from Escherichia coli was purchased from Sigma-Aldrich (St. Louis, MO) (catalog # L2630) and dissolved in a sterile saline solution for intraperitoneal injection.

### Heroin-induced locomotor sensitization

250 µg/kg LPS or saline was administered intraperitoneally (IP) every third day for a total number of five injections over a two-week period on days 1, 3, 6, 9, and 12 (Fig. S1A), as described in published studies [19, 20]. One week after the last LPS or saline injection, all animals began the heroin-induced locomotor sensitization procedure described in the subsequent section. To assess heroin-induced locomotor sensitization, we refined a rat model based on previous methodologies [23–25]. This model involved administering intermittent doses of heroin (0.5 mg/kg subcutaneously) or saline to rats on alternate days over a 5-day period, with locomotor activity for each treatment session recorded. To ensure accurate baseline measurements, rats’ locomotor activity was monitored for an hour before administering heroin, allowing them to acclimate to the environment. This was followed by a two-hour observation period post-heroin administration to capture any changes in activity. At the end of the intermittent heroin treatment, rats underwent a drug free period for 1 week, in their home-cage. This period aimed to simulate a drug-free interval before the subsequent assessment phase [23]. Following this interval, the intensity of locomotor sensitization was evaluated. The assessment commenced with an hour-long acclimation in the activity chamber to establish a baseline, after which a single challenge dose of heroin (0.5 mg/kg subcutaneously) was administered. The rats’ locomotor activity was then monitored for an additional two hours to quantify the effects of sensitization. The assessment of locomotor activity was performed as previously described [26]. Briefly, rats were individually placed into transparent plastic chambers (45 cm × 20 cm × 20 cm) that were set within metal frames containing 16 infrared light emitters and detectors. The intervening space between the beams was 2.5 cm and beam height were 4.5 cm. A computer interface with a dedicated software (Digiscan DMicro system, Accuscan, Inc., Columbus, OH) recorded the number of photocell beam breaks. The experiment was performed in two separate cohorts of rats on subsequent days. A total of 8 rats for each treatment group were used.

### Behavioral manipulations

For the RNA-seq study, 250 µg/kg LPS or saline was administered every third day, as described above, on days 1, 5, 8, 11 and 14, with modification to account for weekends (Fig. S1B). Four days later, animals received escalating doses of heroin or saline vehicle, IP, for five days: day 18- 1 mg/kg; day 19- 2 mg/kg; day 20- 3 mg/kg; day 21- 4 mg/kg; day 22- 5 mg/kg. The dose of heroin used in this portion of the study corresponded to the typical range of heroin SA we observe in adult male rats over 10 days (10–70 infusions). Fifteen minutes after the last injection on day 22, animals were placed into a locomotor activity chamber to record locomotion for 30 minutes, as described above. This brief exposure to the locomotor activity chamber was conducted to evaluate the effectiveness of the pharmacological treatment and to evaluate individual responses among all animals, with every subject undergoing this procedure. Animals were euthanized within one hour after the conclusion of the locomotor assay and brains removed for RNA-seq. The sample sizes were as follows: Saline-Saline, 8; LPS-saline, 8; Saline-Heroin, 6; LPS-Heroin, 8. The experiment was performed once in our laboratory. For rats that underwent heroin SA, procedures were performed in operant chambers (29.5 × 32.5 × 23.5 cm, Med Associates, Fairfax, VT, USA) under a fixed ratio (FR) 1 schedule, as previously described [22], at an infusion dose of 0.075 mg/kg heroin. Animals were trained to self-administer heroin for 10 days in 6 h (hr) daily sessions. 6 rats were used in each heroin and saline SA group. Immediately after the last heroin SA session, rats were euthanized, and brains removed for RNA-seq. The experiments described in this section were performed once in our laboratory.

### RNA extraction and RNA-seq

Total RNA was isolated from NAc (core and shell) tissue using the MIRvana Paris Protein & RNA Isolation Kit (Thermo Fisher Scientific, Waltham, MA, USA) according to manufacturer’s instructions, as previously described [27]. Total RNA was suspended in RNase free water and concentration was evaluated with a Qubit 3.0 Fluorometer using the Qubit RNA High Sensitivity Assay buffer (Invitrogen, Carlsbad, California, USA). RNA-seq analysis of mRNA expression was performed on 300ng of NAc total RNA from biological replicate, unpooled samples. Six samples were sequenced per treatment group. The mean RNA integrity (RIN) value of sequenced samples was 8.7 and samples were of high quality, as determined by Bioanalyzer analysis. Raw data can be accessed on the Gene Expression Omnibus repository (GEO # GSE198807). See supplemental information for full methodological details.

### Statistics

Data distribution and variance were assessed with Kolmogorov–Smirnov and Bartlett’s tests. Parametric data analyses were conducted using one-way ANOVA or two-way ANOVA as required. For subsequent Post hoc comparisons, Tukey’s test was utilized to correct for multiple comparisons, with significance levels determined at 0.05. Two-way Repeated Measures ANOVA was used to compare locomotor responses to heroin or saline across the first five days of the behavioral sensitization assay. A two-way ANOVA was used to compare behavioral responses on the challenge day. Statistical evaluations were conducted utilizing GraphPad software (Prism version 10; GraphPad, San Diego, CA), with error bars indicating the mean plus or minus the standard error of the mean (SEM). The ROUT method, implemented in GraphPad, was employed for outlier analysis. Fisher’s exact tests were used to determine overlap of transcriptional datasets using the GeneOverlap package in R Bioconductor, version 1.36.0. Rats were randomly assigned to experimental groups. Blinding was not performed during collection of data. Sample sizes were estimated based on similar studies in the neuroscience field.

## Results

### Gene ontology and pathway analysis reveal the intertwined dynamics of inflammation and heroin exposure in the NAc

To elucidate the transcriptomic signatures of neuroinflammation and heroin exposure, we used an unbiased RNA-seq approach, complemented by subsequent Gene Ontology (GO), Biological Processes (BP) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. Our aim was to pinpoint critical pathways that may be commonly modulated by both LPS-induced neuroinflammation and heroin treatments, and furthermore synergistically heightened by the combined treatments. For this analysis, we included rats that experienced immune system activation with or without experiment-administered heroin (Fig. 1A). For experimenter-administered compounds, adult male Sprague Dawley rats were administered either saline or 250 µg/kg of the immunostimulant LPS intermittently over a period of two weeks. Subsequently, each animal group was given IP injections of either heroin or saline for a span of 5 days (Fig. 1B). The dose of heroin administered was increased each day from 1 to 5 mg/kg to mirror escalation of drug intake. We sought to investigate the enduring effects of immune stimulation on heroin-induced transcriptional changes and behavioral responses. While the acute administration of immune stimulants like LPS is known to influence neuroinflammatory markers, our objective extended beyond this to elucidate the residual impact of such stimulation on subsequent heroin-induced neuroadaptations. To this end, we timed the interval between LPS and heroin injections to isolate the lasting effects of LPS from any immediate ‘sickness behavior’ typically associated with its administration [28]. Our protocol for repeated LPS injections (5 injections, every other day), based on established research, utilizes lower-dose injections specifically designed to model chronic, medium-grade inflammation [19]. This approach is recognized for its relevance in major psychiatric conditions and its capacity to induce long-lasting alterations in both behavior and neural plasticity [19, 20, 29–31]. Supported by evidence of its significant long-lasting effects on behavior and underlying neural mechanisms, we hypothesized that this model might be an important tool for understanding how changes related to neural plasticity can alter brain sensitivity to drugs of abuse such as opioids. Moreover, this protocol produces a significant upregulation of neuroinflammatory markers such as interleukin-6 (IL-6), interleukin 1 beta (IL-1β), and tumor necrosis factor alpha (TNF-α) within 4 h of administration of LPS (250ug/kg) [19, 20, 32], all of which are relevant in the context of substance use disorders according to a recent study [33].

**Fig. 1:**
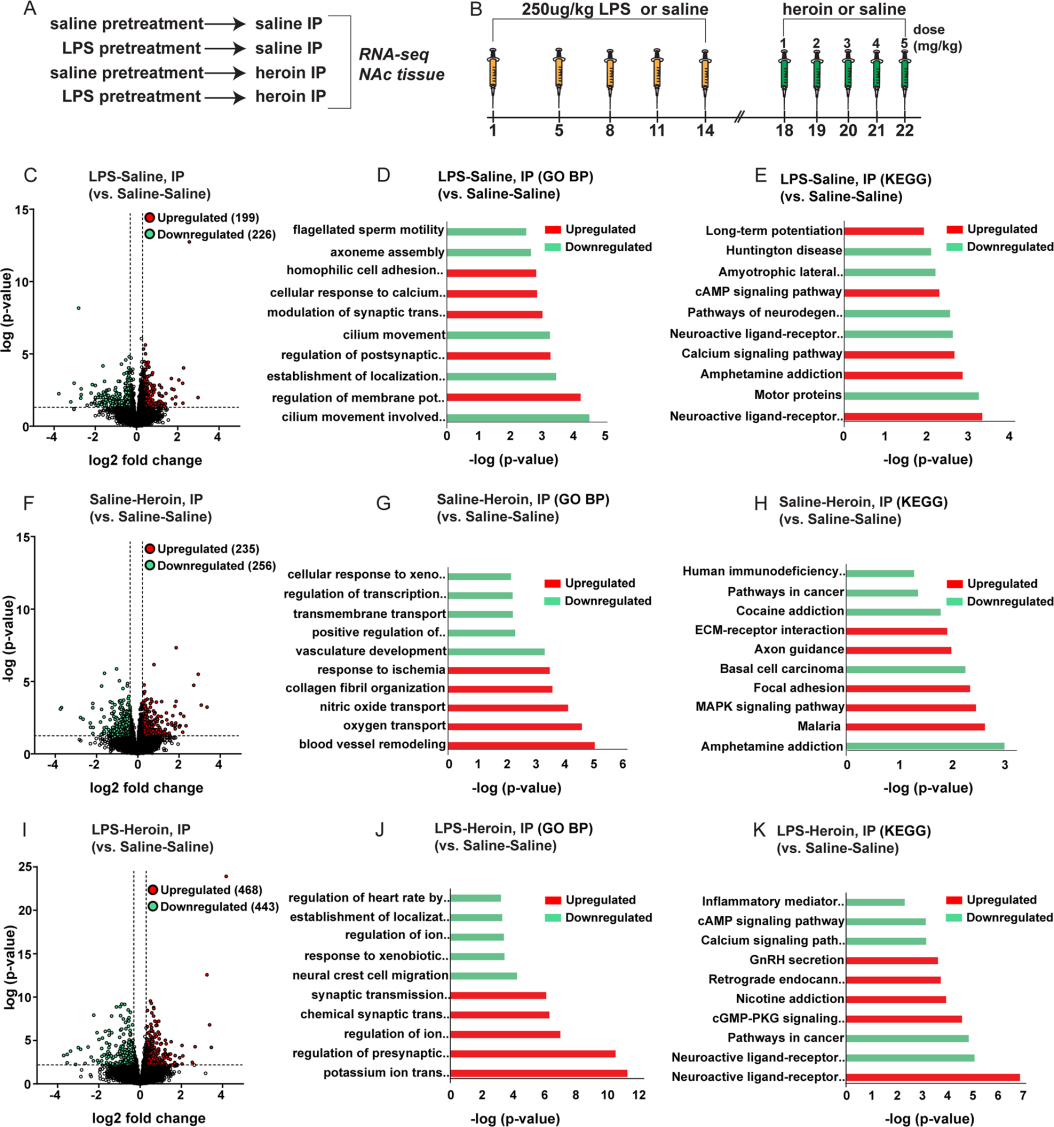
Subchronic LPS and heroin exposure regulate the NAc transcriptome in male rats. **A** Experimental design of RNA-seq study in the NAc tissue with experimental groups. **B** Schematic representation of experimental timeline. Rats received LPS or saline every third day. Four days later, rats received injection of heroin or saline for five consecutive days. Volcano plots (**C**, **F**, **I**) depicting differentially expressed genes (DEGs) in the NAc and bar graphs depicting Gene Ontology (**D**, **G**, **J**) or KEGG pathways analysis (**E**, **H**, **K**) of significantly altered pathways between Saline-Saline and: LPS-Saline (**C**, **D**, **E**), Saline-Heroin (**F**, **G**, **H**) or LPS-Heroin treated rats (**I**, **J**, **K**). Upregulated DEGs and pathways are represented in red, downregulated DEGs and pathways are represented in green.

Following the final heroin or saline injection on day (D) 22, a brief assessment of locomotor activity (30 min) was monitored to evaluate the outcome of the treatments. A one-way ANOVA revealed a significant main effect of treatment (F(3,26) = 4.425, *p* = 0.0122) (Fig. S2). Upon the conclusion of behavioral assessments, animals were euthanized and tissue from the NAc was collected for RNA-seq analysis. 

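RNA-seq values of the NAc were held for 4 groups of rats. LPS, a component of bacterial cell walls that sets off an immune response, or saline was given in 5 injections of 250 µg/kg between days 1 and 14. Heroin or saline was then injected on days 18 to 22, at doses rising from 1 to 5 mg/kg. The paper's methods place 4 days between the last LPS injection and the first heroin injection, whereas the labels of the libraries give 7 days. The paper's methods also state 6 sequenced samples per treatment group, and the values here come from 4 libraries per group, 16 in all. From 300 ng of total RNA, polyadenylated RNA was sequenced in pairs of reads. The sequencing provider trimmed the reads with fastp, aligned them with HISAT2, counted them on genes with featureCounts and scaled the counts by gene length and library size, and the authors deposited these FPKM values for 32545 genes. The paper's text does not name the genome build or the annotation release, so the coordinates given beside each gene are those listed with the values. Multiplied by gene length, the values of each library were whole multiples of one step, and reads were recovered from 100% of them. Between 12312878 and 18850240 reads per library lay on genes, with medians of 14559290 in Saline-Saline, 13868132 in LPS-Saline, 15103425 in Saline-Heroin and 15092755 in LPS-Heroin. The share of reads on mitochondrial genes was 7.78% ± 0.819 (SD, n = 4), 8.17% ± 0.376 (SD, n = 4), 8.13% ± 0.444 (SD, n = 4) and 8.31% ± 0.575 (SD, n = 4) in these groups. For each comparison, limma-trend was fitted to log2(FPKM + 0.1) in the 8 libraries of the groups compared, over genes with a mean FPKM of at least 0.5. The log2 fold change on this scale understates the change of low genes. The paper's supplemental methods assign DEGs by an adjusted p in DESeq2. The paper's pattern, overlap and human analyses use an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 0.378. The DEGs it lists for LPS-Saline, Saline-Heroin and LPS-Heroin against Saline-Saline all meet these unadjusted thresholds. Of these 425, 491 and 911 genes, 10, 11 and 281 had an adjusted p under 0.05 in DESeq2. Genes past the unadjusted thresholds are called DEGs here. Benjamini-Hochberg adjusted p-values were computed over all genes tested in a comparison.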

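In LPS-Saline against Saline-Saline, 15119 genes were tested and 358 were DEGs, 183 upregulated and 175 downregulated. An unadjusted p under 0.05 was reached by 1002 genes, where 756 would be reached with no effect. After Benjamini-Hochberg adjustment in limma, 0 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.175. The groups did not overlap in 621 genes, 4.11% of those tested, and chance gives 2.86%. The counts by chance are averages that single splits of the libraries can exceed. Of the 35 splits of the 8 libraries into 4 and 4, 14, with the real one, gave at least 358 DEGs. Chance differences between rats therefore remain open as an explanation. Of the 358 DEGs, 74 had a mean of fewer than 10 reads per library. The count was 625 without LPS-Saline replicate 3, 582 without the filter on mean FPKM and 1002 without the limit on the fold change. Of the DEGs without overlap of the groups, the smallest p-values belonged to Mir874, Mir127 and Fam131a. Mir874 (ENSRNOG00000041300, chromosome 17, 7025014 to 7025089) had between 0 and 8 reads per library and Mir127 (ENSRNOG00000036496, chromosome 6, 133713430 to 133713526) between 0 and 4, too few to give a fold change, and both lie within the span of another gene. Fam131a (ENSRNOG00000045653, chromosome 11, 82875627 to 82884660) had 9.01 ± 4.55 FPKM (SD, n = 4) in LPS-Saline and 1.52 ± 0.632 FPKM (SD, n = 4) in Saline-Saline. Its log2 fold change was 2.43 (standard error 0.37, adjusted p = 0.391 in limma), and it stayed between 2.14 and 2.70 with each library left out in turn. Every LPS-Saline value was above every Saline-Saline value (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). Its choice among DEGs without overlap fixed this p. Saline-Saline replicate 1, at 2.46 FPKM, lay above the other three. The span of Fam131a overlaps Map3k13 on the same strand, so reads could have been split between these genes and its values are uncertain.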

Using this unbiased approach, we found that animals subjected to intermittent LPS immune-challenges (LPS-Saline) for 5 days exhibited a high number of differentially expressed genes (DEGs) compared to Saline-Saline controls, with a total of 425 DEGs, of which 199 were upregulated and 226 were downregulated (Fig. 1C and Table SE1). For the LPS-Saline group, the GO terms were primarily centered around synaptic processes (Fig. 1D). This includes regulation of membrane potential and synaptic transmission, indicative of an involvement in neuronal signaling and possibly synaptic plasticity. The KEGG pathway analysis complements this by highlighting pathways such as long-term potentiation and calcium signaling pathways, suggesting a focus on synaptic strength (Fig. 1E). Moreover, the neuroactive ligand-receptor interaction, a pathway associated with opioid addiction (Li et al., 2008), and pathways directly related to addiction, such as “amphetamine addiction,” were included following LPS alone, compared to the Saline-Saline group (Fig. 1E). In rats treated with intermittent heroin injections only, we observed 491 DEGs, with 235 upregulated and 256 downregulated compared to the Saline-Saline group (Fig. 1F and Table SE2). 

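The comparison of Saline-Heroin with Saline-Saline covered 15143 genes and gave 465 DEGs, of which 253 were downregulated and the rest upregulated. Here 995 genes had an unadjusted p under 0.05 against 757 expected with no effect. With adjustment in limma, 0 genes had an adjusted p under 0.05 (smallest adjusted p 0.288). Groups without overlap were found for 514 genes, 3.39% of those tested against 2.86% by chance. Of the 35 splits of the 8 libraries, 7, with the real one, gave at least 465 DEGs, so chance differences between rats remain open. Fewer than 10 reads per library on average lay behind 79 of the 465 DEGs. Without Saline-Heroin replicate 2, the comparison gave 727 DEGs, and 3 genes then had an adjusted p under 0.05 in limma. The smallest p-values among DEGs without overlap of the groups were those of Mir127 and of the small nucleolar RNAs SNORD58 (ENSRNOG00000059171, chromosome 18, 70970844 to 70970908) and SNORA44 (ENSRNOG00000053627, chromosome 17, 43932885 to 43933013). Each of the 3 had between 0 and 4 reads per library, so no fold change is given for them, and SNORD58 lies within the span of Rpl17.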

The Saline-Heroin IP group’s GO-BP terms shift towards vascular and tissue responses, with terms such as “blood vessel remodeling” and “response to ischemia” likely reflecting physiological adaptations to drug exposure (Fig. 1G). The KEGG pathways reveal the presence of “amphetamine addiction,” also present in the LPS-Saline group, along with “cocaine addiction,” compared to the Saline-Saline group (Fig. 1H). 

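LPS-Heroin was compared with Saline-Saline over 15134 genes. There were 822 DEGs, 452 upregulated and 370 downregulated. Of the genes tested, 1704 had an unadjusted p under 0.05 (757 expected with no effect), and 1038 genes, or 6.86% against 2.86% by chance, had groups without overlap. Still, 0 genes reached an adjusted p under 0.05 in limma, where the smallest was 0.144. A mean of fewer than 10 reads per library lay behind 73 of the DEGs. With single libraries left out, the number of DEGs lay between 664 and 988. Phyhd1 (ENSRNOG00000016794, chromosome 3, 8832740 to 8846125), which encodes a dioxygenase domain protein, had 13.0 ± 0.547 FPKM (SD, n = 4) in LPS-Heroin and 19.5 ± 1.35 FPKM (SD, n = 4) in Saline-Saline. This was a log2 fold change of -0.57 (standard error 0.07, adjusted p = 0.144 in limma), although Saline-Saline replicate 2, at 17.5 FPKM, lay below the rest of its group. Fbxw7 (ENSRNOG00000010889, chromosome 2, 184231260 to 184309664), which encodes an F-box ubiquitin ligase, rose from 21.7 ± 1.27 FPKM (SD, n = 4) to 30.9 ± 1.93 FPKM (SD, n = 4). For the sodium/calcium exchanger Slc8a2 (ENSRNOG00000001492, chromosome 1, 78025995 to 78060111), Saline-Saline had 55.7 ± 5.67 FPKM (SD, n = 4) and LPS-Heroin 81.6 ± 4.38 FPKM (SD, n = 4). Their log2 fold changes were 0.51 (standard error 0.07) and 0.55 (standard error 0.08), each with an adjusted p of 0.144 in limma. The spans of 2 genes on the opposite strand lie within that of Fbxw7. With each library left out in turn, the log2 fold change stayed between -0.63 and -0.56 for Phyhd1, between 0.48 and 0.54 for Fbxw7 and between 0.48 and 0.60 for Slc8a2. These 3 genes had the smallest p-values among the named DEGs without overlap of the groups. That choice fixed their permutation p (two-sided exact permutation test, p = 0.0286), which is therefore no further evidence.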

The highest number of DEGs were observed in animals receiving the combination of both LPS and heroin (911), with 468 upregulated and 443 downregulated, versus the Saline-Saline control group (Fig. 1I and Table SE3). Finally, the LPS-Heroin IP group presents an interesting blend of the terms observed in LPS alone or heroin alone groups. GO-BP terms relative to ion transmembrane transport as well as to synaptic processes such as synaptic transmission, glutamatergic synaptic transmission and calcium signaling pathways highlight similarity with the LPS group (Fig. 1J). On the other hand, GO-BP terms such as response to xenobiotic stimulus and regulation of heart rate by cardiac conduction are more indicative of the physiological and systemic responses seen in the Saline-Heroin group (Fig. 1J). Interestingly, we found in the KEGG pathways a repeated emphasis for the “neuroactive ligand-receptor interaction” pathway for both up- and down-regulated DEGs in the LPS-Heroin group, suggesting a complex regulation of the neurotransmitter systems (Fig. 1K). Moreover, “inflammatory mediator regulation of TRP channels” and pathways like “nicotine addiction,” elucidate the comprehensive responses elicited by concurrent LPS and heroin, relative to the Saline-Saline control group (Fig. 1K). Together, these data suggest that heroin exposure in rats with a history of LPS results in a substantially larger regulation of the NAc transcriptome.

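Whether the effect of heroin differed with a history of LPS was tested as the LPS by heroin interaction in limma over the 16 libraries. Of 15113 genes tested, 349 passed the unadjusted p and fold change thresholds, 191 with a positive and 158 with a negative interaction. An unadjusted p under 0.05 was reached by 607 genes, where 756 would be reached with no interaction, and 0 genes had an adjusted p under 0.05. Without the filter on mean FPKM, 565 genes passed the thresholds, and 2 had an adjusted p under 0.05 in limma. From the larger number of DEGs in LPS-Heroin than after LPS or heroin alone, the paper proposes that heroin after a history of LPS regulates substantially more of the NAc transcriptome.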

Lastly, we compared the transcriptomes of rats pre-treated with LPS followed by heroin administration (LPS-Heroin) to those treated with either Saline-Heroin or LPS-Saline (Fig. S3 and Tables SE4–SE5). 

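In LPS-Heroin against LPS-Saline, 345 of 15069 genes were DEGs, 172 upregulated and 173 downregulated, and 693 had an unadjusted p under 0.05 (753 expected with no effect). LPS-Heroin against Saline-Heroin gave 332 DEGs among 15121 genes, 181 upregulated and 151 downregulated, and 637 genes had an unadjusted p under 0.05 (756 expected). An adjusted p under 0.05 in limma was reached by 0 genes in either comparison, with smallest values of 0.977 and 0.527. Groups without overlap made up 2.58% of genes (389) and 2.37% (359), and chance gives 2.86%. Fewer than 10 reads per library were behind 81 and 65 of the DEGs. Without the filter on mean FPKM, the counts were 548 and 524. The DEGs with the smallest p-values in LPS-Heroin against LPS-Saline were Mir30c2, SNORA57 and Mir222, with 0 to 3, 1 to 13 and 0 to 6 reads per library. In LPS-Heroin against Saline-Heroin, SNORD113 came first, with 0 to 4 reads per library. No fold change is given for these 4 genes. Connective tissue growth factor, Ctgf (ENSRNOG00000015036, chromosome 1, 21851660 to 21854773), had 24.3 ± 1.84 FPKM (SD, n = 4) in LPS-Heroin and 14.4 ± 2.96 FPKM (SD, n = 4) in Saline-Heroin, a log2 fold change of 0.77 (standard error 0.14). Its adjusted p was 0.985 in limma. Ctgf was picked among DEGs without overlap of the groups, which fixed its permutation p (two-sided exact permutation test, p = 0.0286).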

The primary aim was to isolate the specific impact of LPS pre-treatment on the biological response to heroin. This analysis includes an additional control to assess the baseline effects of inflammation alone, by comparing LPS-Heroin and LPS-Saline groups. Our comparative analyses elucidate differential gene expression patterns and pathway engagements, offering further insights into how prior inflammation may potentiate the effects of heroin. This approach also ensures a better control for potential confounding effects that may arise while comparing groups that differ by more than one variable. The GO and KEGG pathways for these comparisons can be found in Fig. S3D, E, G, and H.

### Significant overlap of NAc transcriptional signature between inflammation and heroin exposure

To better dissect the potential interplay between LPS-induced neuroinflammation and heroin exposure, we conducted an in-depth comparative transcriptomic analysis in the NAc across varying conditions of LPS and heroin exposure. Employing a combination of statistical methods and hypergeometric comparison, we identified significant overlaps in gene expression regulation across all experimental conditions. This integrative approach allowed for the identification of shared key genes, which in turn led to the identification of several pathways associated with addiction and neuroplasticity. 

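Both LPS-Saline and Saline-Heroin were compared with the same 4 Saline-Saline libraries, so chance deviations of these libraries enter both lists of DEGs. Among the 14921 genes tested in both comparisons, 345 DEGs of LPS-Saline and 451 DEGs of Saline-Heroin shared 87 genes, where 10.4 are expected for independent lists (one-sided Fisher's exact test, p = 3.76e-56). Of the shared genes, 85 (97.7%) changed in the same direction. The log2 fold changes of these comparisons had a Pearson r of 0.577 and a Spearman rho of 0.548 across genes, which are not independent replicates. To measure what the shared controls alone give, groups with no change were simulated 100 times by reshuffling the deviations of the libraries from their group means. The simulated comparisons shared a median of 65.5 DEGs, with a 95th percentile of 197, and 30 of the 100 draws shared at least 87. Relative to the number expected from the lengths of the lists, the overlap was 8.34-fold, which 40 draws reached. Their log2 fold changes had a median r of 0.497 across genes, and r was at least as large as observed in 20 draws. The median share of shared DEGs with the same direction was 100% in the draws, and 77 draws reached the observed 97.7%. When the Saline-Saline libraries were divided between the comparisons, 2 for each in the 6 possible ways, a mean of 35.5 DEGs was shared against 13.5 expected. The mean share with the same direction was then 55.5% and the mean r was 0.0600. Without Saline-Saline replicate 3, 141 DEGs were shared, and 135 were shared without LPS-Saline replicate 3.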

In the comparative analysis between LPS-Saline and Saline-Heroin, 107 genes were commonly regulated in both datasets and significant overlap of the two datasets was observed (Fisher exact test *p* < 0.0001; Fig. 2A). Likewise, further analysis between LPS-Saline and LPS-Heroin identified a significant overlap in DEGs, with 183 genes commonly regulated (Fisher exact test *p* < 0.0001; Fig. 2B). 

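For LPS-Saline and LPS-Heroin, 344 and 808 DEGs among the 14941 genes tested in both shared 129 genes, of which 128 had the same direction (18.6 expected, one-sided Fisher's exact test, p = 1.64e-75). Across genes, r was 0.605 and rho 0.569. Simulated groups with no change against the shared Saline-Saline libraries had a median of 60.5 shared DEGs and a 95th percentile of 165, and 9 of 100 draws reached the observed number. The simulated LPS-Heroin lists were shorter, with a median of 336.5 DEGs against 822. Relative to the number expected from the lengths of the lists, the overlap was 6.93-fold, which 61 draws reached. Of the 100 draws, 21 reached the observed r, around a median of 0.502. The median share with the same direction was 100%, and 61 draws reached the observed share. With the controls divided, a mean of 54.2 DEGs was shared (22.4 expected), 81.6% of them in the same direction, and r was 0.104. Leaving out LPS-Saline replicate 3 gave 294 shared DEGs, and leaving out Saline-Saline replicate 1 gave 85.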

Lastly, the comparison between Saline-Heroin and LPS-Heroin also yielded significant overlap in DEGs, with 203 genes commonly regulated (Fisher exact test, *p* < 0.0001; Fig. 2C). 

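Saline-Heroin and LPS-Heroin had 456 and 809 DEGs among 14947 genes tested in both. They shared 168 genes, all 168 in the same direction, where 24.7 are expected for independent lists (one-sided Fisher's exact test, p = 7.24e-98). The log2 fold changes had an r of 0.598 and a rho of 0.596 across genes. In the simulation with unchanged groups, the median was 62 shared DEGs and the 95th percentile 165. The observed number was reached in 5 of 100 draws and the observed r in 15. Relative to the number expected from the lengths of the lists, the overlap was 6.81-fold, which 67 draws reached. In 53 draws all shared DEGs had the same direction. Divided controls gave a mean of 49 shared DEGs against 24.5 expected, with 77.6% in the same direction and an r of 0.117. The number shared was 314 without Saline-Heroin replicate 2 and 102 without Saline-Heroin replicate 1 or replicate 3.

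**Figure D1:**
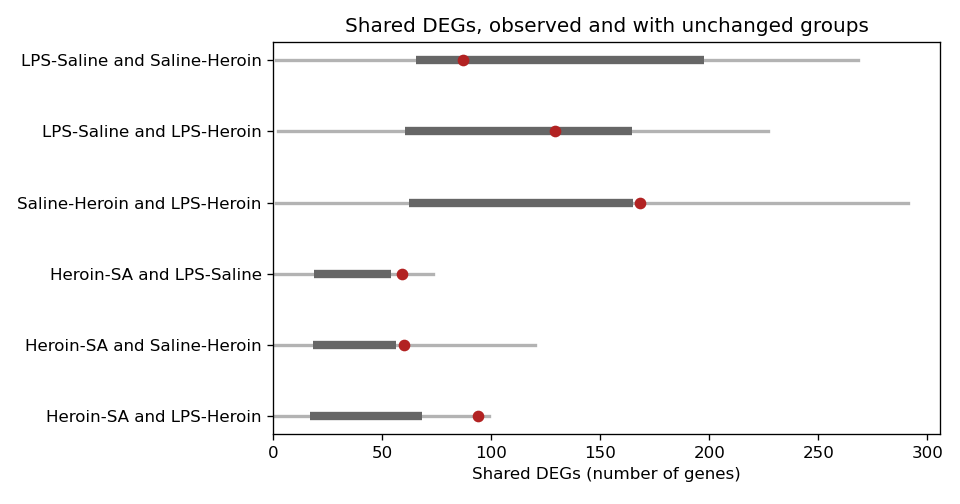
Number of DEGs shared by pairs of comparisons (horizontal axis). Red points are the observed numbers, grey lines run from the lowest to the highest of 100 draws with unchanged groups, and dark bars run from their median to their 95th percentile. For the pairs that share the Saline-Saline libraries, 87, 129 and 168 DEGs were observed. The numbers are not corrected for list length, and the draws mostly gave shorter lists for LPS-Heroin and Heroin-SA than observed.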

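RRHO, which ranks all genes by signed significance in each of the comparisons and tests the overlap of the ranked lists at every pair of ranks, was rerun in steps of 1% of the genes. The largest -log10 of the hypergeometric p in the quadrants with the same direction was 619 for LPS-Saline and Saline-Heroin, 652 for LPS-Saline and LPS-Heroin, and 740 for Saline-Heroin and LPS-Heroin. In the quadrants with opposite directions it was at most 0.357. Groups with no change, simulated against the shared Saline-Saline libraries, gave medians of 390, 395 and 427. The observed values were reached in 19, 22 and 10 of 100 draws. With the Saline-Saline libraries divided between the comparisons, the mean values were 56.4, 88.2 and 108. Genes are not independent replicates, so these p-values are descriptions of the lists.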

Complementing this findings, RRHO analysis demonstrated coordinated gene expression between these groups, revealing a striking similarity in regulation of gene activity between immune activation and heroin exposure, emphasizing the significance of shared regulatory mechanisms (Fig. 2D–F). Building on these findings, we next focused on identifying genes co-regulated across all the conditions under study, hypothesizing that these genes may play a pivotal role in inflammatory processes as well as in heroin’s responses. Our investigation revealed that 68 genes were consistently co-regulated in all three examined conditions, relative to saline-only treated rats (Fig. 2G). 

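In the re-analysed values, 50 genes were DEGs in all 3 comparisons with Saline-Saline, and all 50 kept one direction, 23 upregulated and 27 downregulated. Simulated unchanged groups against the shared controls gave a median of 19.5 such genes and a 95th percentile of 73. At least 50 came up in 12 of 100 draws, with no correction for the shorter LPS-Heroin lists of the draws. The count was 86 without LPS-Saline replicate 3, 30 without Saline-Heroin replicate 1 and 32 without Saline-Heroin replicate 3. Of the paper's 68 genes, 36 passed the thresholds in all 3 comparisons here.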

The alluvial plot complements this analysis by showing the flow of gene expression across conditions and revealing that the combined treatment of LPS-Heroin results in significant regulation of a large number of genes that were unregulated by LPS or Heroin alone (Fig. 2H and Table SE6). 

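Of the 822 DEGs of LPS-Heroin, 575 were DEGs in neither LPS-Saline nor Saline-Heroin. For 557 of them both other comparisons were tested, and in 475 (85.3%) LPS alone and heroin alone had changed the gene in the direction of LPS-Heroin without passing the thresholds. This share holds chance deviations of the Saline-Saline libraries that the comparisons have in common. In 299 of the 557 the change in LPS-Heroin was larger in size than the sum of the changes after LPS alone and heroin alone. These genes were picked for passing in LPS-Heroin alone, and the Saline-Saline deviations enter the sum from both comparisons. The 299 are therefore no test of a departure from the sum. The interaction of LPS and heroin passed the unadjusted thresholds in 11 of the 575 genes, and in 28 of all 822.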

Analysis of the GO (BP) terms associated with the 68 commonly regulated genes highlighted a significant emphasis on neural processes and responses to environmental stimuli (Fig. 2I). Notably, the presence of terms related to glutamatergic synaptic transmission, such as “synaptic transmission, glutamatergic” and “negative regulation of synaptic transmission, glutamatergic”, along with “calcium ion transmembrane import into cytosol”, underscores the relevance of glutamatergic pathways and calcium-related processes in dual LPS-Heroin exposure (Fig. 2I). These pathways are crucial for neuroplasticity and learning, which are fundamental in the genesis of addiction and the modulation of inflammatory responses. Among the most represented genes in both GO (BP) and KEGG pathway analysis are the glutamate ionotropic receptor NMDA type subunits (*Grin2a* and *Grin2d)*, serotonin receptor 2A (*Htr2a*), and dopa decarboxylase (*Ddc*). Furthermore, the KEGG pathway analysis revealed a clear bias towards addiction-related pathways in the shared gene list, including “cocaine addiction,” “amphetamine addiction,” “alcoholism,” and “nicotine addiction” (Fig. 2J), thereby emphasizing the synergistic deleterious consequences of LPS-Heroin and providing rationale for studying the effects of inflammatory history on heroin-induced behavioral and molecular neuroadaptations in our preclinical rat model.

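Grin2a (ENSRNOG00000033942, chromosome 10, 5930298 to 6119990) had 3.77 ± 1.22 FPKM (SD, n = 4) in Saline-Saline, 6.50 ± 0.769 FPKM (SD, n = 4) in LPS-Saline, 5.88 ± 1.16 FPKM (SD, n = 4) in Saline-Heroin and 6.78 ± 2.46 FPKM (SD, n = 4) in LPS-Heroin. Its log2 fold changes against Saline-Saline were 0.82, 0.66 and 0.81 in that order (standard errors 0.21, 0.24 and 0.30). Each passed the unadjusted thresholds, and the adjusted p-values in limma were 0.661, 0.750 and 0.344. Grin2d (ENSRNOG00000021063, chromosome 1, 101820461 to 101856881) went from 6.61 ± 0.696 FPKM (SD, n = 4) in Saline-Saline to 3.39 ± 0.699 FPKM (SD, n = 4) in LPS-Heroin, a log2 fold change of -0.96 (standard error 0.16, adjusted p = 0.144 in limma). In LPS-Saline and Saline-Heroin its log2 fold changes were -0.60 (standard error 0.23) and -0.73 (standard error 0.26). Htr2a (ENSRNOG00000010063, chromosome 15, 56666012 to 56735382) had 8.53 ± 1.76 FPKM (SD, n = 4) in Saline-Saline and rose by a log2 fold change of 0.51, 0.54 and 0.62 in LPS-Saline, Saline-Heroin and LPS-Heroin (standard errors 0.20, 0.18 and 0.15). Ddc (ENSRNOG00000004327, chromosome 14, 91905919 to 91996774) had 2.23 ± 0.223 FPKM (SD, n = 4) in Saline-Saline, 1.61 ± 0.475 FPKM (SD, n = 4) in LPS-Saline, 1.27 ± 0.232 FPKM (SD, n = 4) in Saline-Heroin and 1.34 ± 0.215 FPKM (SD, n = 4) in LPS-Heroin. It passed the thresholds in Saline-Heroin and LPS-Heroin, with log2 fold changes of -0.78 and -0.70, and not in LPS-Saline, where the log2 fold change was -0.49 (standard error 0.23) and the groups overlapped (two-sided exact permutation test, p = 0.0857). Without LPS-Saline replicate 3, at -0.62, Ddc passed there too. Single libraries decided some calls, and that of Grin2d in LPS-Saline was lost in 5 of the 8 fits with a library left out. The smallest changes with a call lost were 0.51 for Grin2a in Saline-Heroin without Saline-Saline replicate 2, 0.63 in LPS-Heroin without LPS-Heroin replicate 2, and 0.37 for Htr2a in LPS-Saline without Saline-Saline replicate 3. For Grin2d they were -0.43 in LPS-Saline without LPS-Saline replicate 1 and -0.55 in Saline-Heroin without Saline-Heroin replicate 3.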

**Fig. 2:**
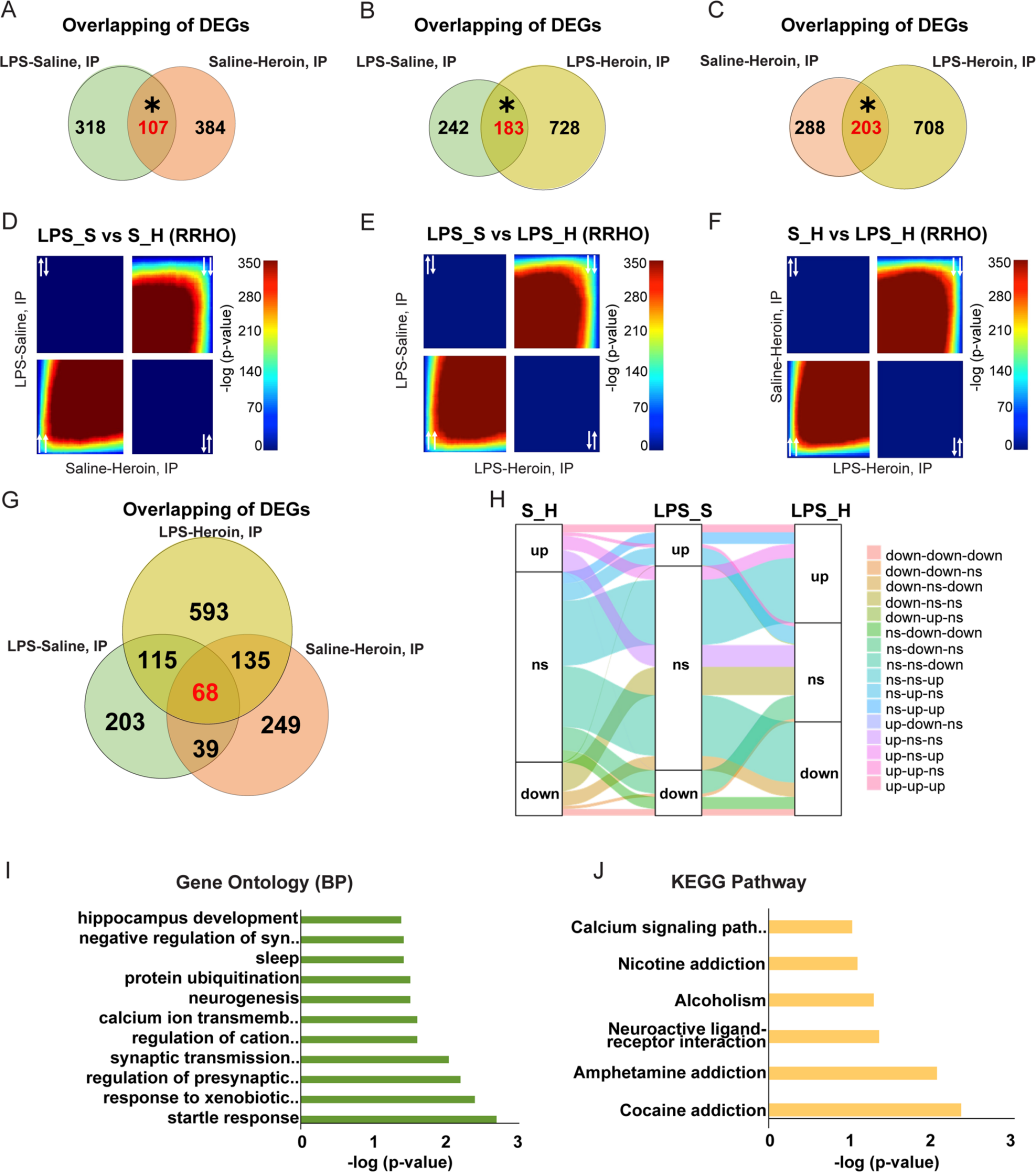
LPS and heroin exposure synergistically alter the NAc transcriptome. Venn diagram of total differential expressed genes (DEGs) regulated in the NAc by LPS-Saline and/or Saline-Heroin (**A**); LPS-Saline and/or LPS-Heroin (**B**); and Saline-Heroin and/or LPS-Heroin (**C**). In the intersection, in red, are represented the genes co-regulated in both groups; the asterisk (*) represent a *p* < 0.0001 obtained with the Fisher exact test. RRHO plots comparing all gene expression data between LPS-Saline and Saline-Heroin (**D**); LPS-Saline and LPS-Heroin (**E**); or Saline-Heroin and LPS-Heroin (**F**). As indicated by white arrows, the upper right quadrant represents genes down-regulated in both groups while lower left quadrant represents genes up-regulated in both groups. **G** Venn diagram of DEGs regulated by LPS-Saline, Saline-Heroin, and/or LPS-Heroin in the NAc. Reds represents the number of genes co-regulated across all experimental groups. **H** Alluvial plot showing the flow of gene expression clusters through Saline-Heroin (S_H), LPS-Saline (LPS_S) and LPS-Heroin (LPS_H) conditions. Bar graphs represent Gene ontology (**I**) and KEGG pathway (**J**) analysis of co-regulated genes from LPS-Saline, Saline-Heroin, and LPS-Heroin conditions.

### Intermittent LPS pretreatment potentiates heroin-induced locomotor sensitization

We next aimed to shed light on how pre-existing inflammatory states influence the neurobehavioral outcomes of heroin exposure, thereby providing a more comprehensive framework to explore the neurobiology of neuroinflammation in the context of heroin exposure. To accomplish this, we used a modified rat model of heroin-induced locomotor sensitization, where rats received subchronic LPS or saline injections over a 2-week period prior to heroin (Fig. 3A). This approach acknowledges the temporal and dose differences between our behavioral and transcriptomic analyses, emphasizing the importance of considering the behavioral evaluation as a method to study the functional consequences of prior immune activation in the context of heroin exposure. We recorded the total distance traveled for 1 h prior to heroin treatment on D20, 22, 24, 26, 28, and 35 to establish a baseline of locomotor movement, then for 2 h following heroin, as biphasic effects have been previously observed [25]. While variation in baseline locomotor behavior was observed on some days, no significant effects of LPS pretreatment or heroin treatment were observed during the baseline 1 h period prior to heroin (Fig. S4). Locomotor data during the period following heroin were normalized to baseline data for each day, represented as % baseline (Fig. 3), while raw total distance traveled can be found in the supplement (Fig. S5) and similar patterns were observed for both methods of data analysis. During the 0–60 min period post-heroin/saline injection, a two-way Repeated Measures (RM) ANOVA revealed a significant interaction between pretreatment (LPS or saline) and time (F (12, 112) = 2.381; *p* = 0.0090), as well as a significant main effect of time (F (3.139, 87.88) = 6.386; *p* = 0.0005; Fig. 3B). Tukey’s multiple comparisons test showed a significant change in locomotor activity between the Saline-Saline and Saline-Heroin groups (*p* = 0.0292) during this same 0–60 min period following heroin administration on D20, while no significant differences were found in the subsequent data points or between LPS-pretreated groups (Fig. 3B). During the second hour post-treatment, a two-way RM ANOVA detected a significant interaction between pretreatment and time (F (12, 112) = 1.983; *p* = 0.0321), a significant main effect of time (F (3.089, 86.50) = 5.703; *p* = 0.0012), and a significant main effect of pretreatment (F (3, 28) = 14.54; *p* < 0.0001; Fig. 3C). Tukey’s multiple comparisons test revealed a significant increase in locomotor activity in the Saline-Heroin group compared to the Saline-Saline group on D20 (*p* = 0.0482) and D22 (*p* = 0.0026), while no significant effects were found on subsequent days (Fig. 3C). In contrast, no significant difference in locomotor activity was observed on D20 and D22 when comparing the LPS-pretreated groups (LPS-Saline vs. LPS-Heroin), but significant differences emerged on D24 (*p* = 0.0158), D26 (*p* = 0.0145), and D28 (*p* = 0.0033; Fig. 3C). Following the five intermittent heroin/saline exposures, rats underwent 7D drug-free period in their homecage.

**Fig. 3:**
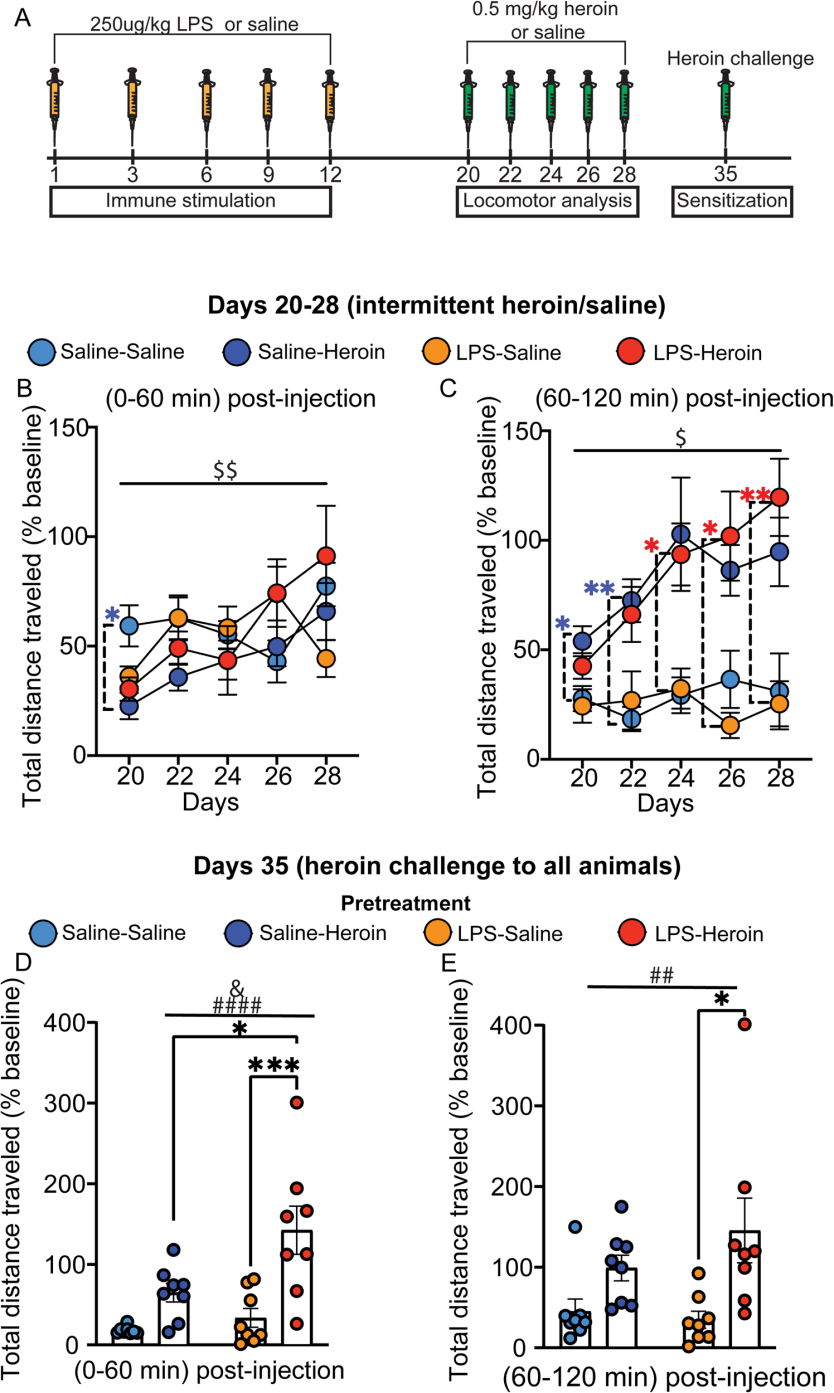
A history of subchronic LPS pretreatment heightens heroin-induced behavioral sensitization. **A** Schematic representation of heroin-induced locomotor sensitization experimental timeline. Rats received LPS or saline pretreatment every third day over 2 weeks. 8D later, animals received S.C. injections of heroin or saline every other day for 5 exposures. On D35, all rats were challenged with heroin. Locomotor activity was recorded for 1 h prior and 2 h following each heroin treatment and heroin challenge. Locomotor activity during the first (**B**) and second hours (**C**) following heroin injection. Time series line plot illustrating average of locomotor activity for each group (express in % of the baseline), measured over 5 distinct days. Each point represents the group average of locomotor activity for rats on a given day, connected by lines to depict trends over time. Post hoc test results are indicated with asterisk symbols (*) directly above individual data points. Blue asterisks denote significance between the Saline-Saline and Saline-Heroin groups, while red asterisks indicate significance between the LPS-Saline and LPS-Heroin groups. Error bars indicate mean ± S.E.M. Symbols above line indicate 2-way RM ANOVA: $ indicates interaction. Locomotor activity during the first (**D**) and second hours (**E**) following heroin challenge on day 35. Bar graphs represent total distance traveled (expressed in % of the baseline) and dots within the bars represent individual rats. Error bars indicate mean ± S.E.M. Symbols above line indicate 2-way ANOVA: # indicates main effect of heroin treatment; & indicates main effect of LPS pre-treatment; Post hoc test is indicated with asterisks symbols (*), directly above individual histograms. Irrespective of symbol types, one symbol indicates a *p* < 0.05; two symbols indicate a *p* < 0.01, three symbols indicate a *p* < 0.001, four symbols indicate a *p* < 0.0001. *n* = 8/group.

On D35, all rats were presented with a heroin challenge to evaluate the impact of LPS pretreatment on heroin-induced locomotor sensitization. During the first hour of the D35 challenge, the two-way ANOVA analysis revealed significant effects of both LPS pretreatment (F (1, 28) = 7.446, *P* = 0.0109) and heroin treatment (F (1, 28) = 20.93, *P* < 0.0001) on locomotor activity, with a trend for an interaction between these factors did not reach statistical significance (F (1, 28) = 3.337, *P* = 0.0784; Fig. 3D). The subsequent Tukey’s multiple comparisons test further delineated these effects, notably showing a significant difference between the LPS-Saline and LPS-Heroin groups (*P* = 0.0006), but no difference between Saline-Saline and Saline-Heroin groups (Fig. 3D). In the second hour on D35, two-way ANOVA showed a significant main effect of heroin treatment (F (1, 28) = 12.24, *P* = 0.0016), but no significant effects for interaction and pretreatment (Fig. 3E). Post hoc tests during the second hour of D35 indicated a significant difference between LPS-Saline and LPS-Heroin (*P* = 0.0124; Fig. 3E). In addition, we performed a further analysis for the entire duration of the experiment in the groups with the same experimental conditions from the beginning to the end of the study. The 2-way RM ANOVA revealed a significant interaction between pretreatment and time (F (5, 70) = 2.599; *p* = 0.0326), as well as a main effect of time (F (2.972, 41.60) = 10.53; *p* < 0.0001; Fig. S6B). Further analysis with Tukey’s multiple comparisons test showed a significant increase in locomotor activity in the LPS-Heroin group compared with the Saline-Heroin group following the drug-free period on challenge day (*p* = 0.0380) (Fig. S6B). On the other hand, we did not detect any statistical difference between these two groups during the 60–120 min period, but rather a main effect of time (F (2.694, 37.72) = 5.932; *p* = 0.0027), suggesting that at this time point, the effect is primarily driven by changes over time rather than by the experimental conditions (Fig. S6D). Regarding the control groups, LPS-Saline and Saline-Saline, no statistically significant differences were found (Fig. S6C, E). Together, these results demonstrate the significant influence of neuroinflammatory processes on heroin-induced behavioral outcomes.

### Overlap of DEGs in neuroinflammation and voluntary heroin exposure

In our effort to reveal NAc transcriptional signatures associated with heroin exposure that are shared by LPS-induced inflammation, we extended the transcriptomic analysis to a rat model of heroin self-administration (Heroin-SA). By including this new dataset, we conducted further comparisons with the other experimental groups (Heroin-SA vs. LPS-Saline, Saline-Heroin, and LPS-Heroin). This approach allowed us to directly compare the transcriptional changes across different contexts of heroin exposure, gaining insights into the specific transcriptional changes that are consistent across voluntary and experimenter-administered models of heroin exposure, as well as across neuroinflammation. Rats underwent Heroin-SA for 10D and displayed a significant preference for the drug-paired active lever compared to an inactive lever (Fig. S7). 

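NAc RNA-seq values of the self-administration experiment came from 4 Heroin-SA rats, which pressed a lever for heroin at 0.075 mg/kg per infusion in sessions of 6 h on 10 days, and from 4 Saline-SA rats, which received saline. The FPKM values were made, and DEGs were called, as in the injection experiment, in a fit of these 8 libraries alone. Reads on genes ranged from 14587621 to 18288437 per library in Saline-SA, with a median of 16184900, and from 13703998 to 15039440 in Heroin-SA, with a median of 14305537. Mitochondrial genes took 12.9% ± 2.47 (SD, n = 4) of the reads in Saline-SA and 10.8% ± 0.743 (SD, n = 4) in Heroin-SA. The first principal component held 23.4% of the variance of these libraries, and Saline-SA replicate 4 lay at 65.2 on it, apart from the other libraries.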

Following Heroin-SA, 1032 DEGs were observed in the NAc compared to saline SA rats, with 562 upregulated and 470 downregulated (Fig. 4A and Table SE7). 

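Between Heroin-SA and Saline-SA, 819 of 15024 genes were DEGs, 457 upregulated and 362 downregulated. Of all genes, 1725 had an unadjusted p under 0.05 (751 expected with no effect), and 1021 genes, 6.80% against 2.86% by chance, had groups without overlap. At least 819 DEGs were found in 3 of the 35 splits of the 8 libraries, with the real one, and in 10 of 100 draws with unchanged groups. Chance differences between rats therefore remain open here too. In limma, 0 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.0920. When all groups entered one fit and shared one estimate of the spread, 69 genes had an adjusted p under 0.05. The number of DEGs lay between 645 and 1211 with single libraries left out, and 94 of the 819 had a mean of fewer than 10 reads per library. The amino acid transporter gene Slc38a2 (ENSRNOG00000006305, chromosome 7, 138088649 to 138100841) had 50.2 ± 5.18 FPKM (SD, n = 4) in Heroin-SA and 30.5 ± 1.80 FPKM (SD, n = 4) in Saline-SA, a log2 fold change of 0.71 (standard error 0.09, adjusted p = 0.115 in limma). Chordc1 (ENSRNOG00000026643, chromosome 8, 17421557 to 17446165), which encodes a protein with a cysteine and histidine-rich domain, had 33.3 ± 4.12 FPKM (SD, n = 4) and 20.5 ± 1.55 FPKM (SD, n = 4), although Saline-SA replicate 2, at 22.8 FPKM, lay above the rest of its group. Apelin, Apln (ENSRNOG00000003984, chromosome X, 134856726 to 134866210), had 18.1 ± 2.54 FPKM (SD, n = 4) and 11.1 ± 0.223 FPKM (SD, n = 4), with Saline-SA replicate 3 apart from its group at 11.4 FPKM. Each of these had a log2 fold change of 0.69 (standard error 0.10, adjusted p = 0.198 in limma). With each library left out in turn, the log2 fold changes stayed between 0.65 and 0.76 for Slc38a2, between 0.61 and 0.75 for Chordc1 and between 0.61 and 0.77 for Apln. In all 3 genes every Heroin-SA value was above every Saline-SA value (two-sided exact permutation test, p = 0.0286). They were picked among DEGs without overlap of the groups, so that choice fixed this p.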

Further analysis of NAc Heroin-SA DEGs through Gene Ontology (GO) analysis revealed terms such as protein phosphorylation, regulation of membrane potential, regulation of postsynaptic membrane potential, and potassium ion transmembrane potential (Fig. 4B). The KEGG pathway analysis provided insights into the specific pathways impacted by heroin-SA, including cholinergic synapse, glutamatergic synapse, calcium signaling pathway and Inflammatory mediator regulation of TRP channels (Fig. 4C). When comparing Heroin-SA across all experimental groups, with a special emphasis on LPS-Heroin and LPS-Saline due to their similarities, we observed a commonality in the calcium signaling pathways. Additionally, there was a convergence on terms associated with the regulation of membrane potential within the LPS-Heroin group and a shared emphasis on neurotransmission pathways with the LPS-Saline group (Figs. 2 and 4). Conversely, there was minimal overlap with the Saline-Heroin group, with axon guidance being the only common pathway. We observed a significant overlap of DEGs between Heroin-SA and LPS-Saline, Saline-Heroin and LPS-Heroin groups (Fisher’s exact test, *p* < 0.0001; Fig. 4D–F). 

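The comparison of Heroin-SA with Saline-SA shares no library with the comparisons of the injected groups. Among 14651 genes tested in both, Heroin-SA and LPS-Saline had 799 and 335 DEGs and shared 59, against 18.3 expected (one-sided Fisher's exact test, p = 7.28e-16). The direction was the same in 53 of the 59 (89.8%). Heroin-SA and Saline-Heroin, with 796 and 447 DEGs among 14658 genes, shared 60 against 24.3 expected (one-sided Fisher's exact test, p = 6.55e-11), and 48 of them (80.0%) had the same direction. DEGs respond to chance deviations of whole libraries, so unchanged groups were simulated here too. They shared a median of 18.5 DEGs for LPS-Saline and 18 for Saline-Heroin, with 95th percentiles of 54.1 and 56.1, and the observed numbers were reached in 2 and 4 of 100 draws. Heroin-SA and LPS-Saline shared 91 DEGs without LPS-Saline replicate 3, and Heroin-SA and Saline-Heroin shared as many without Saline-Heroin replicate 2.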

101 genes were co-regulated by Heroin-SA and LPS-Saline groups, while only 74 were in common between Heroin-SA and Saline-Heroin (Fig. 4D, E). 

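Heroin-SA and LPS-Heroin had 801 and 795 DEGs among 14658 genes tested in both and shared 94, where 43.4 are expected (one-sided Fisher's exact test, p = 6.09e-13). Of these, 87 (92.6%) had the same direction. Unchanged groups shared a median of 17 DEGs with a 95th percentile of 68.1, and 1 of 100 draws reached the observed number. Relative to the number expected from the lengths of the lists, the overlap was 2.16-fold with LPS-Heroin, 2.47-fold with Saline-Heroin and 3.23-fold with LPS-Saline. Unchanged groups gave medians of 2.42-fold, 2.46-fold and 2.44-fold, and 64, 49 and 24 of 100 draws reached the observed folds. Without Heroin-SA replicate 4, 161 DEGs were shared with LPS-Heroin.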

The highest number of commonly regulated genes were between Heroin-SA and LPS-Heroin groups, with 152 genes (Fig. 4F). In contrast, RRHO analysis of NAc transcriptomes revealed moderate or little overlapping between Heroin-SA and other experimental groups, with the most overlap observed between Heroin-SA and LPS-Saline, further highlighting the similarity at the transcriptional level associated with heroin intake and immune activation, and indicating that the NAc transcriptome organization changes between Heroin-SA and experimenter-administered heroin exposure (4G-I). 

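In the RRHO rerun, the largest -log10 of the hypergeometric p with the same direction was 247 for Heroin-SA and LPS-Saline, 118 for Heroin-SA and Saline-Heroin and 103 for Heroin-SA and LPS-Heroin. Unchanged groups gave medians of 7.68, 7.57 and 6.15, and 0, 2 and 5 of 100 draws reached the observed values. Across genes, which are not independent replicates, r was 0.211 with LPS-Saline (rho 0.324), 0.119 with Saline-Heroin (rho 0.207) and 0.171 with LPS-Heroin (rho 0.219). These r were reached in 0, 7 and 1 of 100 draws. Over genes with a mean of at least 10 reads, a filter chosen after seeing the data, r was 0.283 with LPS-Saline and 0.203 with Saline-Heroin. From the larger overlap with LPS-Saline, the paper reasons that heroin intake and immune activation are alike at the transcriptional level. From the limited RRHO overlap of Heroin-SA with the injected groups, it reasons that the organization of the NAc transcriptome differs between self-administered and injected heroin.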

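Across LPS-Saline, Saline-Heroin, LPS-Heroin and Heroin-SA, 14 genes were DEGs in all 4 comparisons, and 13 of them kept one direction, 7 upregulated and 6 downregulated. In 100 draws with unchanged groups, the median was 1 gene and the highest count 7. The lists of the draws were shorter, with medians of 336.5 DEGs for LPS-Heroin and 345 for Heroin-SA against 822 and 819 observed. The draws therefore cannot tell whether more genes were shared than the longer lists alone would give. Without Saline-Saline replicate 4 the number of genes in all 4 comparisons was 22. It was 8 without Saline-Saline replicate 1, and 9 without LPS-Saline replicate 1 or Saline-Heroin replicate 1.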

Finally, we overlapped all DEGs and found that 22 genes that were common in all datasets (Fig. 4J). Specifically, the co-regulated DEGs were: *AABR07019412.1*, *Ache*, *Ankrd33b, Atrnl1, Clip3, Enc1, Erc2, Etnk2, Exph5, Fhad1, Gchfr, Gpr26, Grin2a, Htr2a, Lsm11, Mas1, Mical2, Pdzrn3, RGD1560608, Spa17, Tppp3*,and *Zswim8* (Fig. 4K). 

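Of these 22 genes, 12 passed the thresholds in all 4 comparisons here, and 20 had one direction throughout. The other 2, Exph5 and Fhad1, lay under the minimum mean FPKM in Heroin-SA against Saline-SA and were not tested there. By comparison, 15 of the 22 genes were DEGs in LPS-Saline, 17 in Saline-Heroin, 21 in LPS-Heroin and 12 in Heroin-SA. Gpr26 (ENSRNOG00000047057, chromosome 1, 203971152 to 203988709), which encodes a G protein-coupled receptor, had 8.95 ± 0.833 FPKM (SD, n = 4) in Saline-Saline, 12.3 ± 3.13 FPKM (SD, n = 4) in LPS-Saline, 12.9 ± 1.01 FPKM (SD, n = 4) in Saline-Heroin and 15.0 ± 2.46 FPKM (SD, n = 4) in LPS-Heroin. In Saline-SA it had 4.72 ± 0.767 FPKM (SD, n = 4) and in Heroin-SA 8.26 ± 1.38 FPKM (SD, n = 4), where replicate 4 lay apart at 10.3 FPKM. Its log2 fold changes were 0.43, 0.52, 0.73 and 0.79 (standard errors 0.17, 0.09, 0.12 and 0.15), with adjusted p-values in limma of 0.736, 0.750, 0.144 and 0.255. In LPS-Saline the call was lost in 4 of the 8 fits with a library left out, and the change was lowest at 0.28 without LPS-Saline replicate 4. Gchfr (ENSRNOG00000012290, chromosome 3, 110975923 to 110979957), a regulator of GTP cyclohydrolase, was downregulated throughout, with log2 fold changes of -0.91, -0.90, -1.19 and -0.88 (standard errors 0.23, 0.26, 0.34 and 0.28), and its groups did not overlap in any of the 4 comparisons. Its level was 4.96 ± 1.45 FPKM (SD, n = 4) in Saline-Saline, and it rested on 12 to 73 reads per library. AABR07019412.1 (ENSRNOG00000037886, chromosome 15, 104448623 to 104449469), listed as a pseudogene, had the largest change in Heroin-SA of these 12 genes, a log2 fold change of 1.66 (standard error 0.40, adjusted p = 0.284 in limma), on 4 to 95 reads per library. Clip3 is listed as 2 near-identical genes on chromosome 1, ENSRNOG00000020821 from 88750462 to 88765220 and ENSRNOG00000050104 from 90962707 to 90978907, whose reads could be split, so its values are uncertain. In LPS-Saline the log2 fold change was -2.41 for the first copy and 1.19 for the second. Fhad1 (ENSRNOG00000028064) had 2 to 179 reads per library and passed the thresholds in no comparison tested. The genes were chosen by the study from these libraries, so their calls are not independent evidence.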

We then used this list for pathway analysis and observed an enrichment of terms related to synaptic plasticity and memory formation in the GO (BP) analysis for the overlapping gene list (Fig. 4M), as well as the recurrent “Neuroactive ligand-receptor interaction” pathway and the Glycerophospholipid metabolism pathway in the KEGG pathway analysis (Fig. 4L).

**Fig. 4:**
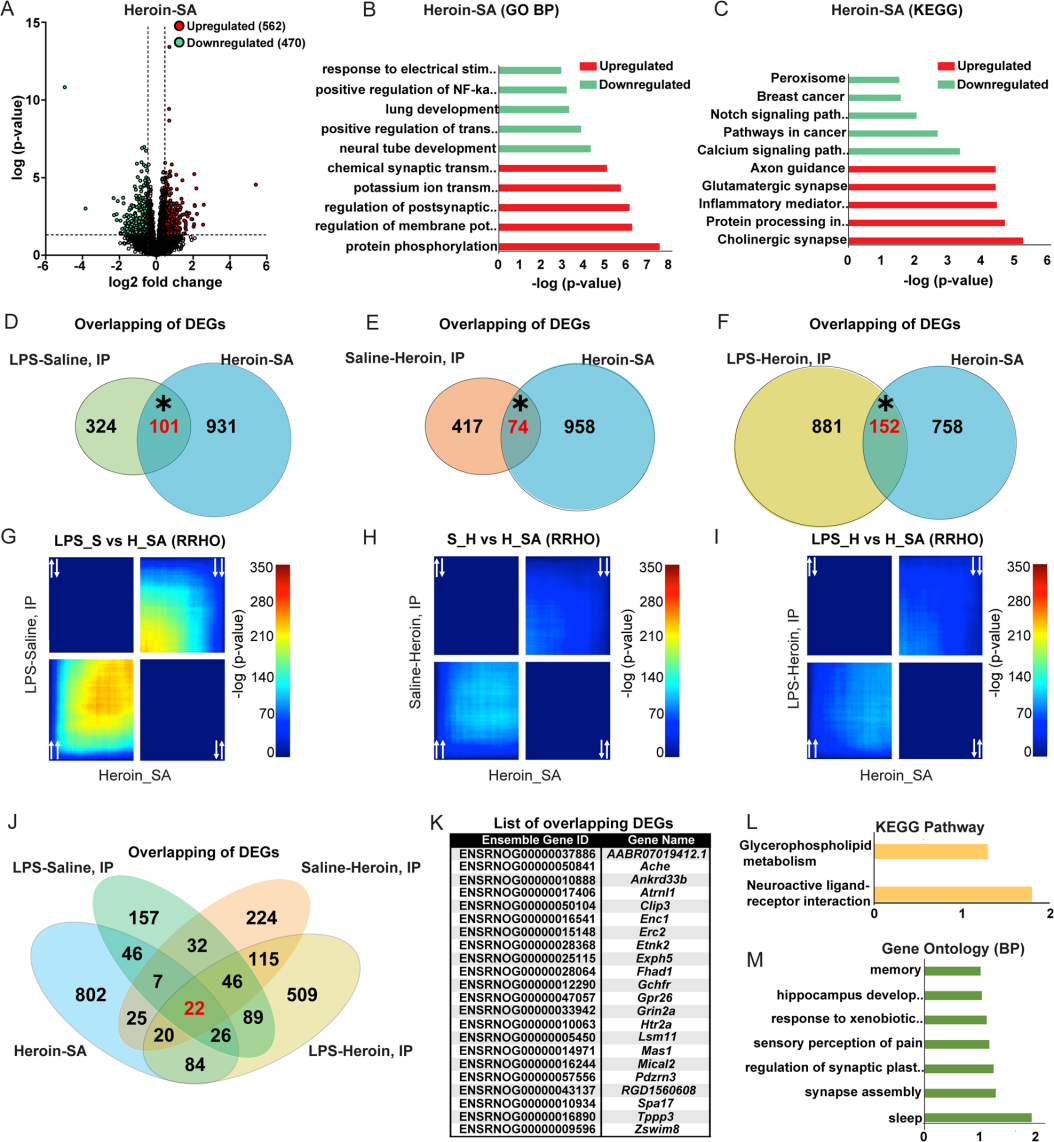
Identification of NAc transcripts commonly regulated by voluntary heroin intake and LPS pretreatment. **A** Volcano plot depicting differentially expressed genes (DEGs) in the NAc between Heroin self-administration (Heroin-SA) and saline-SA. Upregulated DEGs are represented in red, downregulated DEGs are represented in blue. Bar graphs representing GO BP (**B**) and KEGG (**C**) pathway analysis. Red bars represent significant pathways deriving from upregulated genes; blue bars represent significant pathways deriving from downregulated genes. Venn diagrams of total differential expressed genes (DEGs) regulated by LPS-Saline and/or Heroin-SA (**D**); Saline-Heroin and/or Heroin-SA (**E**); or LPS-Heroin and/or Heroin-SA (**F**) in the NAc. Red numbers represent genes co-regulated in both groups; the asterisk (*) represent a *p* < 0.0001 obtained with the Fisher exact test. RRHO plots comparing the NAc transcriptome between LPS-Saline and Heroin-SA (**G**); Saline-Heroin and Heroin-SA (**H**); or LPS-Heroin and Heroin-SA (**I**). White arrows represent gene expression directionality. Upper right quadrant represents genes down-regulated in both groups while lower left quadrant represents genes up-regulated in both groups. **J** Venn diagram of DEGs regulated by LPS-Saline, Saline-Heroin, LPS-Heroin and Heroin-SA in the NAc. Red numbers represent genes co-regulated in both groups. **K** Table of the 22 co-regulated genes from (**J**). Bar graphs representing KEGG (**L**) and GO BP (**M**) pathway analysis of the 22 co-regulated genes from (**J**).

### Overlap of DEGs between LPS-Heroin and human OUD

Following the analysis of the heroin-SA data, we proceeded to integrate the analysis of our datasets with a published human OUD transcriptomic dataset obtained from the NAc of postmortem tissue samples [4]. 22 DEGs were common between LPS-Saline and Human OUD datasets but no significant overlap was observed with a Fisher’s exact test (Fig. 5A and Tables SE8, 9). 

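The rat values can be set beside the human values of Table SE9, which lists 115 genes that the study selected as DEGs in both species. Of the genes the table marks as changed, 21 of 22 were tested here in LPS-Saline, 42 of 44 in Saline-Heroin and 75 of 78 in LPS-Heroin. Of these, 9, 28 and 63 passed the thresholds. The direction of the rat change was that of the human value in 14 of the 21, 23 of the 42 and 43 of the 75.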

44 DEGS were commonly expressed between Human OUD and the Saline-Heroin group, and 78 with the LPS-Heroin group, with significant overlap between Human OUD and both of these rat model groups (Fisher’s exact test: *p* < 0.0001; Fig. 5B, C and Tables SE8, 9). 

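Over the genes of Table SE9 that were tested, the log2 fold change in rats was correlated with the human value given in the table. Across genes, Pearson's r was 0.0252 in LPS-Saline (108 genes, permutation test with 100000 resamples, two-sided p = 0.793), 0.184 in Saline-Heroin (110 genes, permutation p = 0.0536) and 0.204 in LPS-Heroin (109 genes, permutation p = 0.0336). Adjusted over these 3 tests, the p-values were 0.793, 0.0804 and 0.0804. When the 8 libraries of each comparison were split in the 35 possible ways, 29, 6 and 4 splits gave as large an absolute r. Spearman's rho was -0.0644, 0.0438 and 0.113. With the change set to 0 for genes that were not DEGs in a comparison, as the table does, r was 0.0835, 0.131 and 0.149. The table's own columns, which are the paper's values, gave 0.0810, 0.175 and 0.184. Genes are not independent replicates, and the study chose these genes from the same libraries, so the p-values are not independent evidence.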

Pearson correlation coefficient assessing the linear correlation across datasets revealed a modest, yet significant correlation between LPS-Heroin and Human OUD (*p* = 0.04956) and a strong trend between Saline-Heroin and Human OUD (*p* = 0.0607), while the Pearson correlation analysis between LPS-Saline and Human OUD was not significant (*p* = 0.3897; Fig. 5D and Tables SE8, 9). RRHO plots were generated to compare between Human OUD data and our rat LPS and/or Heroin datasets, and can be found in Supplemental Fig. S8. The analysis revealed no concordance between the human OUD and the rat datasets, highlighting distinct mechanisms of overall gene expression orchestration across species, as has been reported in other similar studies [34].

**Fig. 5:**
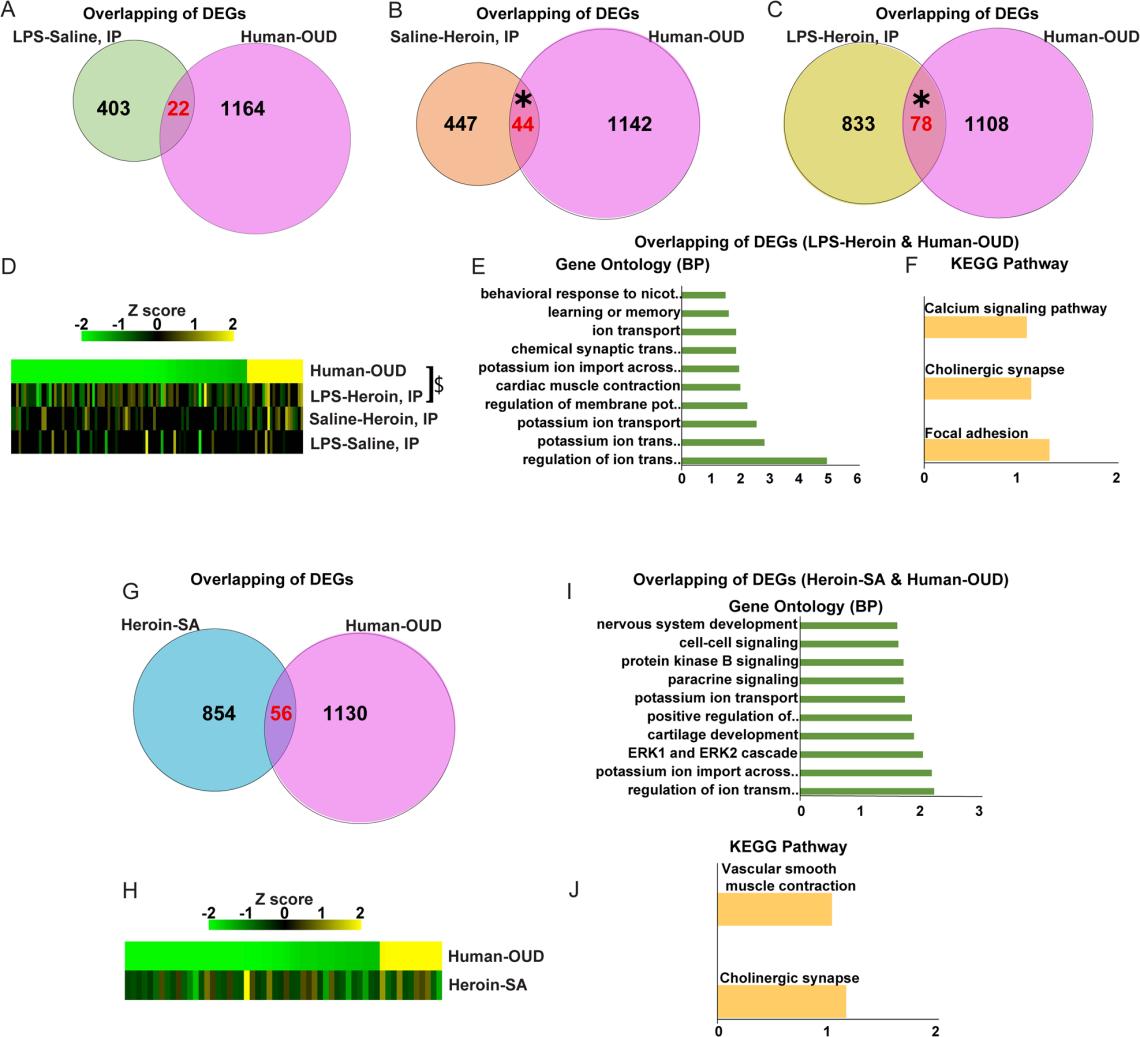
Rat NAc LPS-heroin transcriptome significantly overlaps with Human OUD NAc transcriptome dataset. Venn diagrams of total differential expressed genes (DEGs) regulated by LPS-Saline (**A**), Saline-Heroin (**B**), LPS-Heroin (**C**) and/or Human OUD from Seney et al. (2021) in the NAc. Red numbers represent the genes co-regulated in both groups; the asterisk (*) represent a *p* < 0.0001 obtained with the Fisher exact test. **D** Union heatmaps illustrating the Pearson gene expression correlations in Human OUD subjects (upper row, with down-regulation shown in green and up-regulation in yellow) and the three experimental rat conditions (LPS-Saline, Saline-Heroin, and LPS-Heroin); (z-score absolute value > 0.2, P-value < 0.05); $ symbol represent Pearson correlation coefficient (*p* = 0.0496). Bar graphs represent Gene Ontology (BP) (**E**) and (KEGG) pathway analysis (**F**) of the 78 co-regulated DEGs between LPS-Heroin, and Human-OUD. **G** Venn diagram of total DEGs regulated by Heroin-SA and/or Human-OUD in the NAc. **H** Union heatmaps illustrating the gene expression correlations in Human-OUD (upper row, with down-regulation shown in green and up-regulation in yellow) and Heroin-SA. Bar graphs represent GO (BP) (**I**) and KEGG pathway analysis (**J**) of the 56 co-regulated DEGs between LPS-Heroin and Human-OUD condition.

Pathway analysis of the 78 commonly regulated DEGs between Human OUD and LPS-Heroin datasets revealed GO (BP) terms related to ion transport, in particular potassium, while the KEGG pathways “Focal adhesion” “Cholinergic synapse” and “Calcium signaling pathway” were found to be significant (Fig. 5E, F). Next, we also compared our heroin-SA data with the Human OUD dataset, and we found that 56 DEGs were commonly regulated between these two conditions (Fig. 5G, H and Tables SE8, 10). Moreover, GO (BP) and KEGG pathway analysis with the 56 commonly regulated DEGs lead to similar results obtained with the intersection between LPS-Heroin and Human OUD, including terms related to ion and potassium transport and the “Cholinergic synapse” common between the two (Fig. 5I, J). 

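Of the potassium channel genes Kcnj16, Kcnj4, Kcnk12, Kcnh2, Kcnh3, Kcnh8 and Kcnj12, 5 were DEGs in LPS-Heroin and Kcnj12 was a DEG in Heroin-SA, and none of them was a DEG in both. In LPS-Heroin against Saline-Saline, Kcnj16 (ENSRNOG00000004713, chromosome 10, 99388130 to 99389898) had 3.28 ± 1.83 FPKM (SD, n = 4) against 10.1 ± 4.08 FPKM (SD, n = 4), a log2 fold change of -1.67 (standard error 0.41, adjusted p = 0.214 in limma). Kcnj4, Kcnk12 and Kcnh3 were upregulated there, with log2 fold changes of 0.45, 0.58 and 0.64, and Kcnh2 was downregulated by a log2 fold change of -0.39. With each library left out in turn, Kcnh2 lost its call in 5 of the 8 fits, and so did Kcnk12. The smallest changes were -0.31 for Kcnh2 without LPS-Heroin replicate 1 and 0.37 for Kcnk12 without Saline-Saline replicate 3. Kcnj4 lost its call at 0.35 without Saline-Saline replicate 1. In Heroin-SA against Saline-SA, Kcnj12 had a log2 fold change of 0.39 (standard error 0.11, adjusted p = 0.344 in limma). Kcnj12 did not pass in 2 of the 8 fits with a library left out, and was lowest at 0.33 without Saline-SA replicate 4. The span of Kcnh3 overlaps Spats2 on the same strand, so its values are uncertain. Kcnh8 had 1 to 33 reads per library and a mean FPKM below 0.5, and was not tested.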

The identification of potassium channel genes KCNJ16, KCNJ4, KCNK12, KCNH2, KCNH3, KCNH8, KCNJ12, and KCNQ2 as enriched in both comparisons underscores the critical role of these channels’ pathways in OUD [35].

## Discussion

The intricate relationship between opioids and the brain’s immune system response presents a compelling intersection of neuroscience and immunology, reflecting a burgeoning field of research aimed at elucidating the underlying mechanisms of OUD [2]. Our study advances this exploration by documenting that neuroinflammatory responses elicited by subchronic LPS administration result in gene expression alterations mirroring those triggered by heroin exposure, suggesting an intimate relationship between these conditions. We found a robust and consistent coordination of gene expression across LPS-Saline, Saline-Heroin and LPS-Heroin conditions as indicated by RRHO plots. This pattern of transcriptional coordination was further validated at the level of differentially expressed genes using Fisher’s exact test, demonstrating a substantial overlap across our datasets. Furthermore, pathway analysis arising from the overlap of DEGs common to all datasets led to the discovery of four out of six pathways with direct reference to addiction-related terms. Additionally, the “neuroactive ligand-receptor interaction” pathway was highlighted as central in a comprehensive meta-analysis exploring common molecular pathways identified in different types of drug addiction, and in a genome-wide gene-set analysis aimed to identify pathways associated with alcohol dependence [36, 37]. This further indicates shared molecular profiles between between neuroinflammation and heroin exposure.

These intriguing findings indicate that heroin exposure may trigger pathways that overlap with those activated by immune stimulation, or alternatively, it may directly affect the immune system, which is ultimately responsible for producing these changes. It has been suggested that opioids can provoke a neuroinflammatory response through the direct stimulation of TLR4, a membrane receptor for bacterial LPS [38–40]. Regardless of the specific mechanism, there exists a multitude of ways through which opioids might initiate inflammatory phenomena involving this receptor [38], which is consistent with our transcriptomic data showing a significant overlap between animals exposed to heroin and LPS. Supporting this theory, there is growing evidence that opioids can directly interact with the immune system through several mechanisms [39, 41, 42]. While the overall effect of opioids on the immune system appear to be anti-inflammatory [38], a substantial body of experimental articles in rodents demonstrates upregulation and/or enhanced release of cytokines in different brain areas that regulate reward including the NAc [12, 43, 44]. This contradiction underscores the complexity of opioids’ impact on inflammatory responses which likely varies based on factors such as the method of drug administration, frequency and duration of exposure, differences across species, and the occurrence of specific localized interactions in various parts of the brain [2]. Interestingly, a recent transcriptomic analysis of patients with OUD has led to the conclusion that chronic opioid use may trigger an inflammatory state in the brain. This model suggests that opioid-induced neuroinflammation could be the catalyst for the synaptic changes that ultimately form the foundation of opioid dependence [4]. Remarkably, when comparing our datasets with human OUD dataset from Seney et al. [4], we found a robust and significant overlap with the LPS-Heroin group. However, only the Fisher exact test yielded significant results for the Saline-Heroin group, whereas the LPS-Saline group showed no significant findings. This discrepancy suggests the necessity of combined immune responses from LPS and heroin to accurately simulate the chronic inflammation observed in OUD patients. Accordingly, behaviors associated with opioid dependence, such as needle sharing, may exacerbate systemic inflammation in OUD individuals [45]. It is important to note the exposure duration to LPS and heroin was relatively brief. Consequently, this short exposure may not fully replicate the chronic neuroinflammation to which patients with OUD may be subjected. Thus, a group in which the treatment with LPS is followed by heroin SA may serve as a better model for recapitulating the molecular changes observed in OUD human patients.

In our study, gene expression was measured nearly two weeks after the last LPS injection, a timing chosen to assess the long-term rather than acute transcriptional effects of LPS. While initial responses to LPS are characterized by a surge in immune-related gene activity [32], these effects typically subside, leading to regulation of a broader range of gene categories. Our findings indicate that the enduring effects of LPS exposure extend beyond traditional immune pathways to influence a diverse set of genes, including those involved in cellular metabolism, synaptic function, and neurotransmitter receptor regulation. This suggests a complex interplay between early inflammatory responses and subsequent, sustained modifications to brain circuitry, potentially influencing sensitivity to subsequent heroin exposure. In this context, our behavioral results, highlighting a marked increase in heroin-induced locomotor sensitization exclusively in the group pre-treated with LPS, further support this hypothesis. Thus, it is conceivable that an initial immune challenge may amplify subsequent responses to opioids, suggesting a primed neural state conducive to enhanced sensitivity to the drug. This primed state is likely due to the fact that many transcriptional variations resulting from neuroinflammation are common in animals exposed to heroin. Our behavioral data are supported by a recent study showing that a similar LPS regimen increased morphine-induced conditioned place preference [46]. While the conditioned place preference paradigm highlights how LPS amplifies the rewarding effects of morphine, our study on locomotor sensitization offers a different perspective on the temporal progression and dynamics of this phenomenon. For example, the attenuated dopaminergic response to heroin observed in the early phase post-LPS pretreatment, as suggested by decreased locomotor activity, is particularly interesting. It suggests a scenario where neuroinflammation initially imposes a negative regulation on dopaminergic transmission. This, however, may set the stage for a subsequent state of enhanced dopamine sensitivity, potentially heightening the dopaminergic system’s responsiveness to opioids, such us during the heroin challenge after the drug-free period. It is thus possible that a hypodopaminergic state, produced by an inflammatory response, may serve as a vulnerability factor for facilitating the propensity for drug addiction [47, 48]. This hypothesis agrees with existing human literature showing that innate immune activation and subsequent inflammatory cytokine release predominantly impact reward circuitry and basal ganglia dopamine, leading to diminished motivation and motor activity [49–52]. Furthermore, preclinical studies in non-human primates and rodents corroborate that inflammation-induced alterations in striatal dopamine are associated with the observed changes in reward circuitry and motivation [53–55].

Another interesting finding of our paper is the overlap of our datasets from LPS and experimental heroin exposure with animals that self-administered heroin voluntarily. We found a significant overlap at the DEG level across all groups that indicates a shared molecular basis underlying both involuntary exposure and voluntary consumption of heroin, integrated within the context of inflammation. However, this level of overlapping was not maintained when we look at the overall coordination of transcriptional responses (RRHO plot). Despite this, a certain level of coordination of transcriptional response between the LPS-saline and Heroin-SA groups was present. Together, these findings underscore the profound impact of heroin exposure on neuroinflammation, bridging forced and voluntary drug experiences through similar transcriptomic alterations.

Despite identifying 56 DEGs commonly regulated between our heroin-SA dataset and the Human-OUD dataset from Seney et al. [4], we observed no significant overlap with the Fisher exact test. This discrepancy may be attributed to several factors, notably the limited duration of Heroin-SA (10 days) in our experimental design, which does not include any withdrawal phases. Bridging this gap, Browne et al. [34] demonstrated a significant overlap in NAc data from mice subjected to a short-term withdrawal period (24 h) following a more extended period of 15 days of opioid SA, when compared to the Seney datasets. This finding suggests that a longer duration of Heroin-SA, incorporating the withdrawal period, may be important for better replicating the complex gene expression patterns characteristic of human OUD. Indeed, considering that samples from the NAc of OUD patients were collected post-mortem following death due to overdose—and thus not from individuals during withdrawal periods—these samples likely represent individuals who had experienced multiple withdrawal periods throughout their history of drug dependence. This suggests the necessity of incorporating periods of withdrawal in experimental models to more accurately reflect the human experience and increase the reliability of the transcriptional profiles observed in animal models of chronic opioid use. This interpretation aligns with research indicating that opioid withdrawal may facilitate the translocation of Gram-negative bacteria and lipopolysaccharides from the intestinal lumen, potentially contributing to the sustained inflammatory conditions observed in human OUD [38]. Regardless of these nuances, our findings shed light on the transcriptional links between neuroinflammation and heroin exposure, while also highlighting the behavioral consequences of these interactions. By elucidating the connection at the transcriptional level between neuroinflammation and heroin exposure, our research offers critical insights that could guide future studies in reducing the impact of inflammatory pathways on OUD.

## Supplementary information

Supplemental Material

Supplemental Tables

## Data Availability

Data are available from the corresponding author on reasonable request.

# Supplementary material for: Neuroinflammatory history results in overlapping transcriptional signatures with heroin exposure in the nucleus accumbens and alters responsiveness to heroin in male rats
**Source:** Transl Psychiatry. 2024 Dec 19;14:500. doi: 10.1038/s41398-024-03203-4
**Supplement:** Supplementary file 1 — Supplemental Material

Supplemental information for “Neuroinflammatory history results in overlapping transcriptional signatures with heroin exposure in the nucleus accumbens and alters responsiveness to heroin in male rats” by Floris et al.

## **Supplemental methods**

### *RNA sequencing:*

RNA sequencing (RNA-seq) analyses were performed by Novogene on the Illumina NovaSeq 6000 platform. Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, first strand cDNA was synthesized using random hexamer primers, followed by second strand cDNA synthesis using dUTP. The directional library was prepared by performing end repair, A-tailing, adapter ligation, size selection, USER enzyme digestion, amplification, and purification. The library was checked with Qubit and real-time PCR for quantification and a Bioanalyzer was used for size distribution detection. Clustering of the index-coded samples was performed according to the manufacturer's instructions. After cluster generation, the library preparations were pooled and sequenced to obtain paired-end reads. Raw data in FASTQ format were first processed through fastp. Clean reads were obtained by removing reads containing adapters, poly-N sequences and reads with low quality. Reference genome and gene model annotation files were downloaded from the genome website browser (NCBI/UCSC/Ensembl) directly. Paired-end clean reads were mapped to the reference genome using HISAT2 software (Langmead, Wilks et al. 2019). HISAT2 uses a large set of small GFM indexes that collectively cover the whole genome to enable rapid and accurate alignment of sequencing reads. Featurecounts (Liao, Smyth et al. 2014) was used to count the read numbers mapped for each gene. RPKM, Reads Per Kilobase of exon model per Million mapped reads, of each gene was calculated based on the length of the gene and reads count mapped to the

gene. Differential expression analysis between two conditions/groups was performed using the DESeq2 R package (Love, Huber et al. 2014). The resulting P values were adjusted using the Benjamini and Hochberg's approach for controlling the False Discovery Rate (FDR). Genes with an adjusted P value < 0.05 found by DESeq2 were assigned as differentially expressed.

#### *Bioinformatic analysis:*

Gene Ontology (GO) and KEGG enrichment analysis of differentially expressed genes were implemented with the DAVID Bioinformatic software by NIH (Huang da, Sherman et al. 2009). Terms with corrected  $p < 0.05$  were considered significantly enriched by differential expressed genes. The RRHO2 package optimized by Dr. Li Shen's lab ([github.com/shenlab-sinai/RRHO2](https://github.com/shenlab-sinai/RRHO2)) was used to generate the stratified RRHO plots. In order to perform the pattern analysis, genes across experimental conditions were categorized as not significant (ns), and up- or downregulated using  $p\text{-value} \leq 0.05$  and  $\text{Log2FoldChange} \geq 0.378$  or  $p\text{-value} \leq 0.05$  and  $\text{Log2FoldChange} \leq -0.378$  respectively. Alluvial plots were generated using the ggalluvial package in R (version 0.12.5). The significance of the overlap between any two lists of significantly regulated genes ( $p\text{-value} \leq 0.05$  and  $\text{Log2FoldChange} \geq 0.378$  or  $\text{Log2FoldChange} \leq -0.378$ ) were calculated via Fisher's exact test using GeneOverlap package in R Bioconductor, version 1.36.0.

#### *Comparison with human OUD RNA-seq dataset*

Human RNA-seq data from the Nucleus Accumbens were accessed from Seney et al. (Seney, Kim et al. 2021). Z-scores were calculated to compare our rat-generated RNA-seq datasets with the human NAc OUD gene expression data. Significantly up- and downregulated genes ( $p\text{-value} \leq 0.05$  and  $\text{Log2FoldChange} \geq 0.378$  or  $\text{Log2FoldChange} \leq -0.378$ ) across the datasets were merged. Two union heatmaps were generated: 1) human NAc, rat LPS-Heroin vs Saline-Saline,

rat Saline-Heroin vs Saline-Saline, rat LPS-Saline vs Saline-Saline and 2) human NAc, rat Heroin-SA vs Saline-SA to identify patterns of convergence between conditions. Pearson correlations were performed to evaluate the significance of the correlations between the transcriptional signatures associated with each experimental group. BioMart data mining tool from Ensembl was used identify Ensembl IDs of rat orthologs for the human data in order to compare the human transcriptomic profile with the rat transcriptomic profile using RRHO2 analyses.

**Supplemental Figure 1: Subchronic LPS treatment induces a mild and transitory alteration of rat's body weight.**

Body weight of rats during a subchronic IP LPS injection paradigm. Arrows indicate LPS injections. N=16/group. (A) Depicted are weights of animals used for the behavioral assessment of heroin-induced locomotor sensitization. (B) Weights of animals used for RNA-seq analysis.

A.

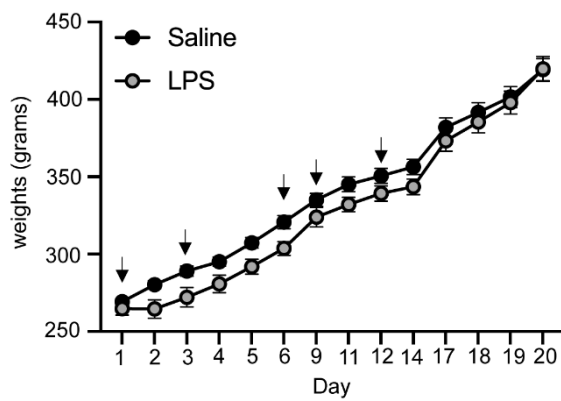

B.

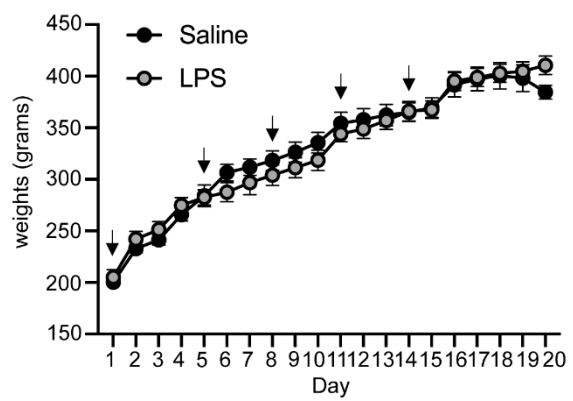

## Supplemental Figure 2: Locomotor data for animals that underwent RNA-seq

The total distanced traveled during the first 30 min following heroin treatment for animals that underwent RNA-seq in Fig. 1. Black dots represent individual values within Saline-Saline (S-S) group. Green dots represent individual values within LPS-Saline (L-S) group. Blue dots represent individual values within Saline-Heroin (S-H) group. Red dots represent individual values within LPS-Heroin (L-H) group. One way ANOVA reveal a main effect of treatment  $F(3, 26) = 4.425$ ;  $p = 0.0122$ , which is indicated with asterisk symbol (\*). Error bars indicate mean  $\pm$  S.E.M.

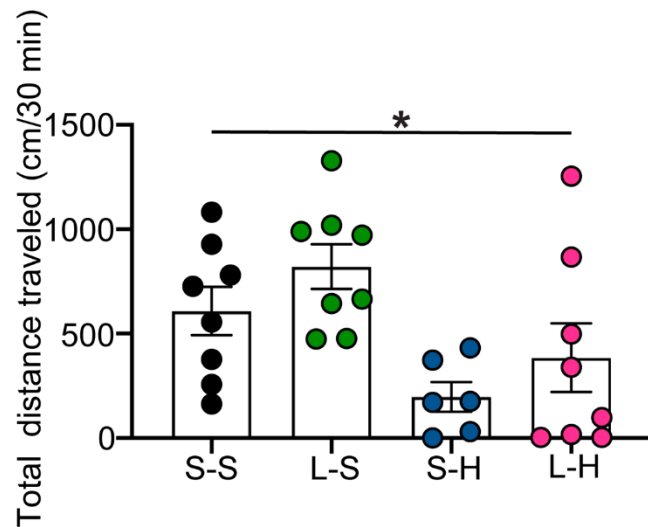

**Supplemental Figure 3: RNA-seq transcriptome analysis following LPS and heroin identifies heroin-regulated genes in the NAc potentiated by LPS.** (A) Experimental design of RNA-seq study in the NAc tissue with experimental groups. (B) Schematic representation of experimental timeline. Rats received LPS or saline every third day. Four days later, rats received injection of heroin or saline for five consecutive days. (C-H) Volcano plots (C,F) depicting differentially expressed genes (DEGs) in the NAc and bar graphs depicting Gene Ontology (D, G) or KEGG pathways analysis (E, H) of significantly altered pathways between LPS-Heroin and: Saline-Heroin (C, D, E) or LPS-Saline treated rats (F, G, H). Upregulated DEGs and pathways are represented in red, downregulated DEGs and pathways are represented in green.

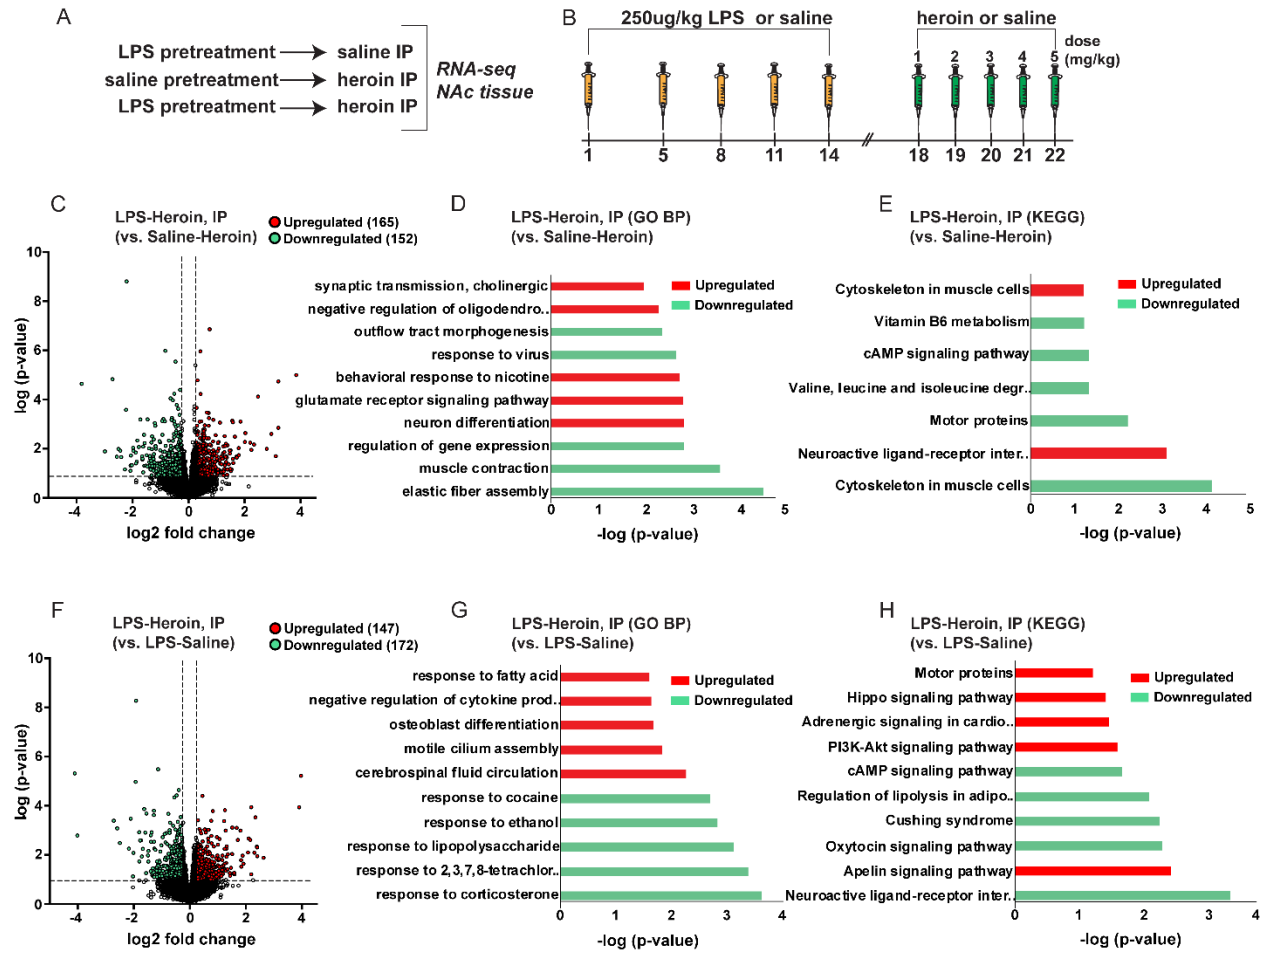

## Supplemental Figure 4: First hour baselines of heroin-induced locomotor sensitization assay

The total distanced traveled during the first hour (baseline), prior to heroin treatment for each day that locomotor behavior was assessed during the heroin-induced locomotor sensitization assay, as described in Figure 3. Black dots represent individual values within Saline-Saline (S\_S) group. Green dots represent individual values within LPS-Saline (L\_S) group. Blue dots represent individual values within Saline-Heroin (S\_H) group. Red dots represent individual values within LPS-Heroin (L\_H) group. No significant differences in baseline locomotor behavior were observed between treatment groups for any day. Error bars indicate mean  $\pm$  S.E.M.

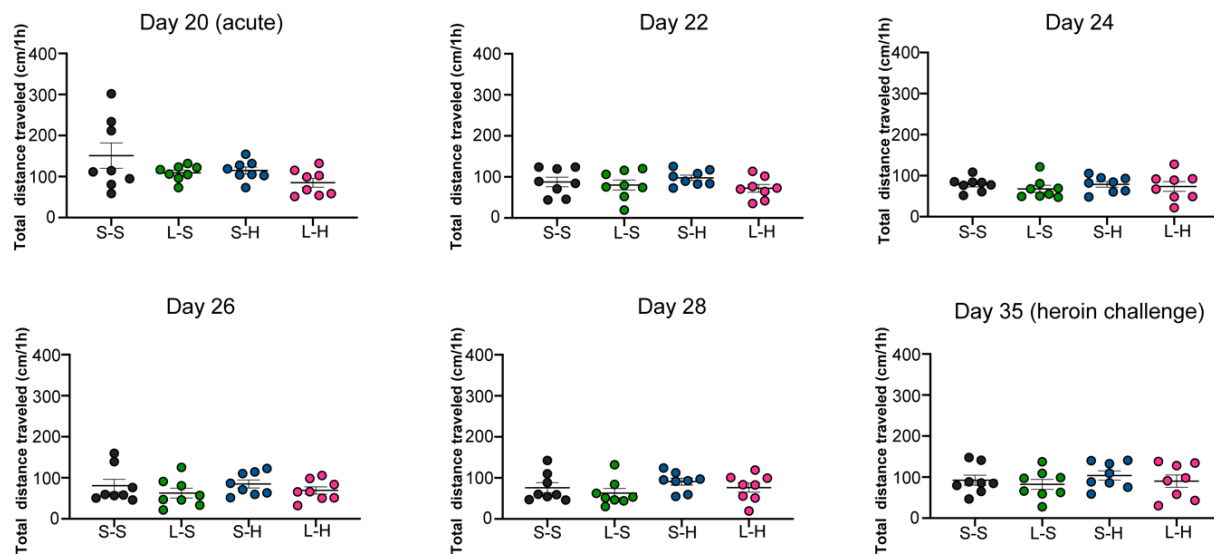

**Supplemental Figure 5: Subchronic LPS pretreatment exacerbates heroin-induced locomotor sensitization.**

Locomotor activity during the first (left panel) and second hour (h; right panel) following heroin injection during the heroin-induced locomotor sensitization assay, as described in Figure 3. Bar graphs represent total distance traveled (cm/1h). Error bars indicate mean  $\pm$  S.E.M. Symbols above line indicate 2-way ANOVA: # indicates main effect of heroin treatment; & indicates main effect of LPS pre-treatment; Post hoc test is indicated with asterisk symbols (\*), directly above individual histograms. Irrespective of symbol types, one symbol indicates p-value  $<0.05$ ; two symbols indicate p-value  $<0.01$ , three symbols indicate a p-value  $<0.001$ , four symbols indicate a p-value  $<0.0001$ . Orange dots represent individual animals assigned to the saline group during the “locomotor analysis period” while blue dots represent individual animals assigned to the heroin group during the “locomotor analysis period”.  $n=8/\text{group}$ .

**Supplemental Figure 6: Increased heroin-induced locomotor sensitization in rats pretreated with LPS during the first 60 minutes post-heroin challenge**

(A) Schematic representation of heroin-induced locomotor sensitization experimental timeline. Rats received LPS or saline pretreatment every third day over 2 weeks. 8D later, animals received S.C. injections of heroin or saline every other day for 5 exposures. On D35, all rats were challenged with heroin. Locomotor activity was recorded for 1h prior and 2h following each heroin treatment and heroin challenge. (B-E) Locomotor analysis of the total distance traveled (% baseline) in the first hour (B, C) or second hour (D, E) post injection on days 20-35. Rats in B & D received heroin each day on days 20-35. Rats in C & E received saline on days 20-28 then a heroin challenge on day 35. for rats that received heroin. Error bars indicate mean  $\pm$  S.E.M. Symbols above line indicate 2-way RM ANOVA: \$ indicates interaction; ^ indicates main effect of time. Post hoc test results are indicated with asterisk symbols (\*) directly above individual data points.  $n=8$ /group.

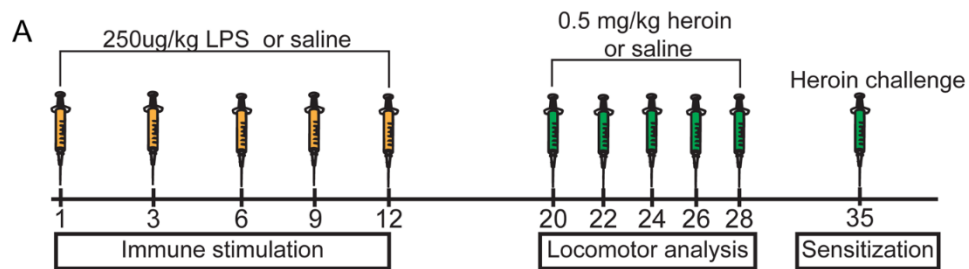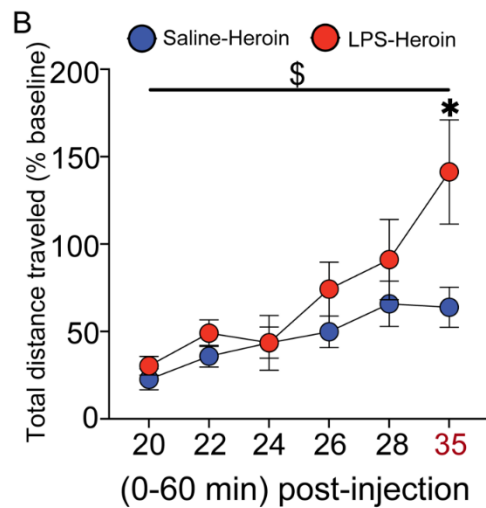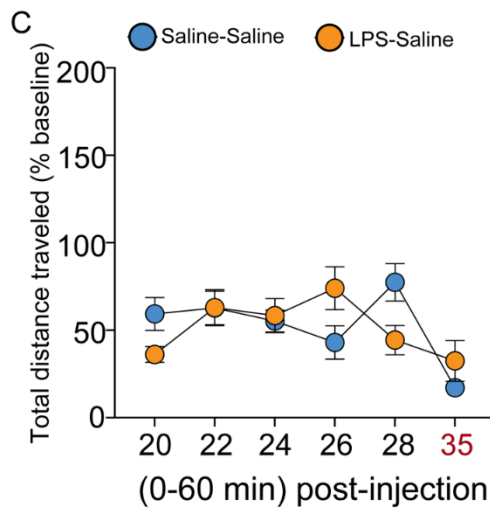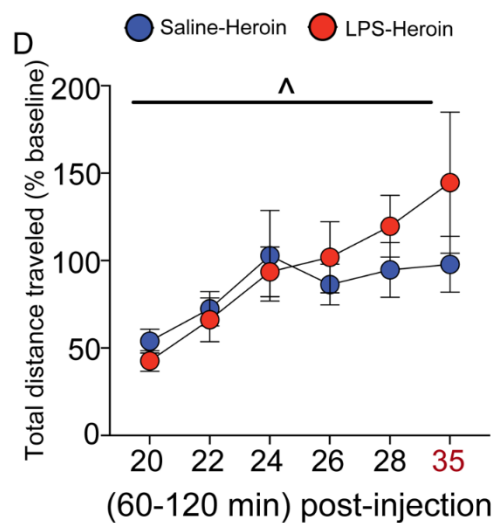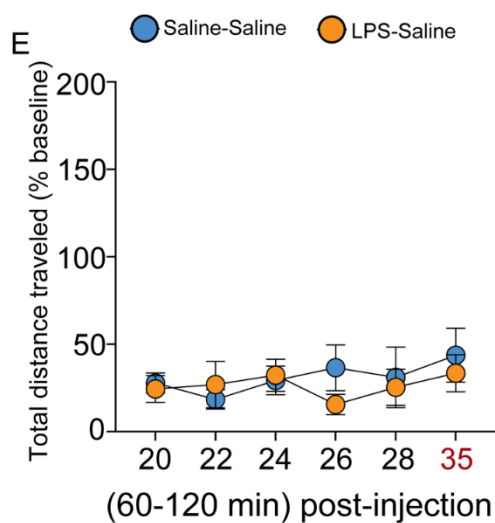

**Supplemental Figure 7: Lever responses and infusions for animals that underwent heroin self-administration.**

Animals underwent heroin or saline self-administration for 10 days. (A, B) The average number of active or inactive lever responses made over 10 days of self-administration for heroin (A) or saline (B) animals. (C) The average number of heroin or saline infusions made over 10 days of self-administration. Colored dots represent an individual animal's responses, with the assignment of a specific color for each animal. Error bars indicate mean  $\pm$  S.E.M. Symbols above line indicate Unpaired t-test (\*  $p > 0.05$ ; \*\*\*  $p > 0.001$ )

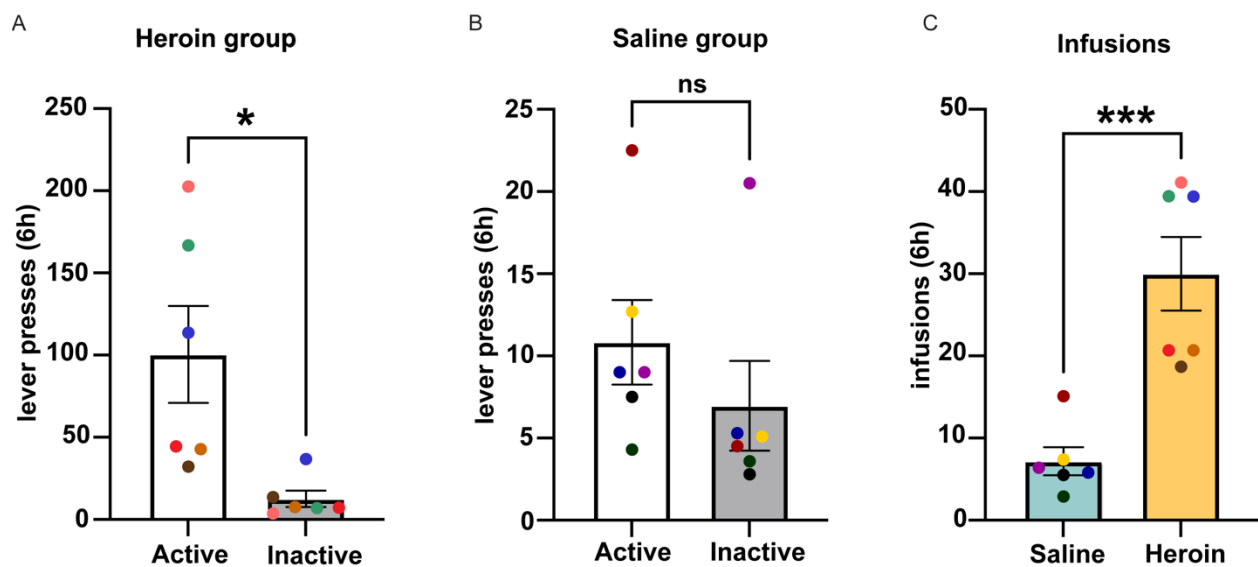

**Supplemental Figure 8: Comparison of NAc transcriptome between Human OUD and Rat Heroin and/or LPS datasets.** RRHO plots comparing the NAc transcriptome between the human OUD dataset from Seney et al and LPS-Saline (A); Saline-Heroin (B); LPS-Heroin (C); or Heroin-SA (D).

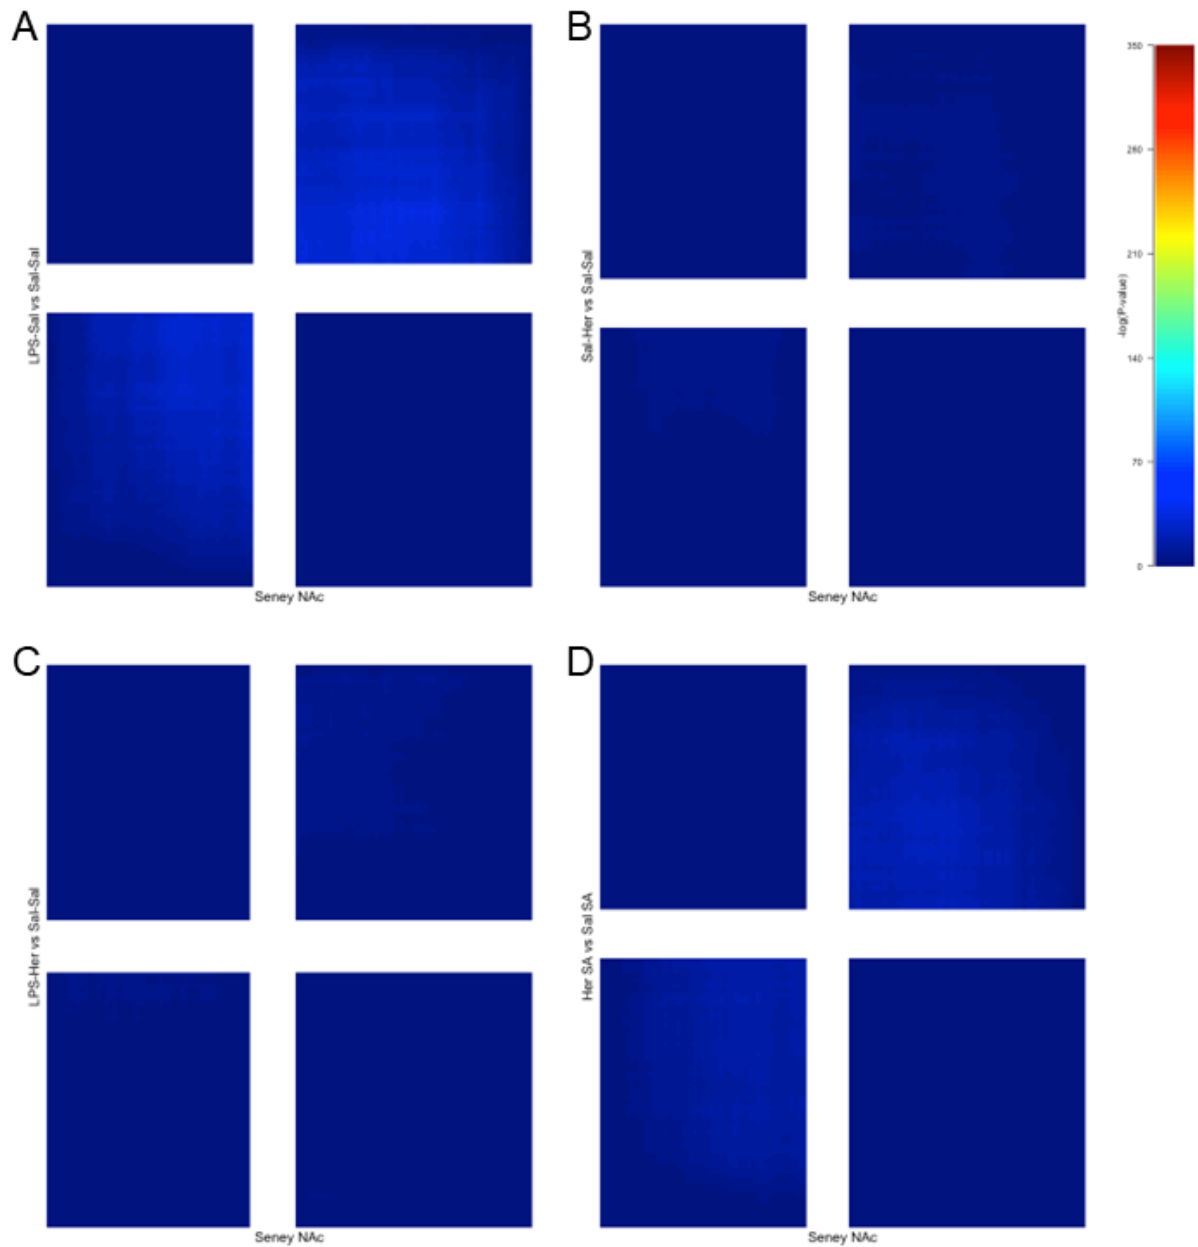

## References:

- Huang da, W., B. T. Sherman and R. A. Lempicki (2009). "Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources." Nat Protoc **4**(1): 44-57.
- Langmead, B., C. Wilks, V. Antonescu and R. Charles (2019). "Scaling read aligners to hundreds of threads on general-purpose processors." Bioinformatics **35**(3): 421-432.
- Liao, Y., G. K. Smyth and W. Shi (2014). "featureCounts: an efficient general purpose program for assigning sequence reads to genomic features." Bioinformatics **30**(7): 923-930.
- Love, M. I., W. Huber and S. Anders (2014). "Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2." Genome Biol **15**(12): 550.
- Seney, M. L., S. M. Kim, J. R. Glausier, M. A. Hildebrand, X. Xue, W. Zong, J. Wang, M. A. Shelton, B. N. Phan, C. Srinivasan, A. R. Pfenning, G. C. Tseng, D. A. Lewis, Z. Freyberg and R. W. Logan (2021). "Transcriptional Alterations in Dorsolateral Prefrontal Cortex and Nucleus Accumbens Implicate Neuroinflammation and Synaptic Remodeling in Opioid Use Disorder." Biol Psychiatry **90**(8): 550-562.

How the deposited data were processed for this re-analysis (not part of the article)

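RNA of the NAc of male rats was measured by RNA-seq in 6 groups of 4 libraries each, 24 libraries in all. The injection experiment held Saline-Saline, LPS-Saline, Saline-Heroin and LPS-Heroin, and the self-administration experiment held Saline-SA and Heroin-SA. Groups were taken from the labels of the libraries. The paper's methods state 6 sequenced samples per treatment group, and values of 4 were held here for each group of both experiments.

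Directional libraries were made from polyadenylated RNA and sequenced in pairs of reads by a provider, which trimmed the reads with fastp, aligned them with HISAT2 and counted them on genes with featureCounts. The authors deposited the resulting FPKM values, which are fragments scaled by gene length and library size, for 32545 genes. The versions of these tools, the genome build and the annotation release are not given in the paper's text. Whether the counting used the strand is not stated either, so genes that overlap another gene on either strand were reported as uncertain. The authors tested for differential expression with DESeq2. Their thresholds for the pattern, overlap and human analyses were used here. These are an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 0.378.

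Each deposited FPKM value times its gene's length was a whole multiple of a step particular to the library, and whole reads were recovered from 100% of the values. The library size used for the FPKM was 0.940 to 1.05 times the reads on genes. Reads on genes ran from 12312878 to 18850240 per library. The precision of a gene's value therefore follows its reads, and genes with few reads were reported with their read numbers.

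Differential expression was computed with limma 3.58.1 in R 4.3.3. For each of the 6 comparisons, log2(FPKM + 0.1) of the 8 libraries of the groups compared was fitted with limma-trend, over genes with a mean FPKM of at least 0.5. No covariate or block entered. Adjusted p-values are limma's with Benjamini-Hochberg adjustment over the genes tested. The LPS by heroin interaction was fitted in the 16 libraries of the injection experiment, as the effect of both treatments less the effects of each. Overlaps of DEG lists were set against the number expected from the genes tested in both comparisons, with a 1-sided Fisher test over genes. Fold changes of 2 comparisons were correlated across genes, which are not independent replicates. RRHO maps ranked genes by signed −log10 p in steps of 1% of the genes. Fold changes were also correlated with the human values of Table SE9, with 100000 permutations of the genes.

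Comparisons against the same Saline-Saline rats share the chance values of those libraries. Unchanged groups were therefore simulated in 100 draws: each library's deviations from its group mean were shuffled over the places of its experiment, with all group means removed, and the whole analysis was repeated. The correlations were also computed with each comparison set against its own 2 of the 4 Saline-Saline rats, over the 6 ways to share them out. Every comparison was repeated in the 35 splits of its 8 libraries into 4 and 4, and the interaction in 100 regroupings of the 16 libraries.

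Genes to be named were every rat gene the paper's text names, 35 in number, and the 3 DEGs of each comparison with the smallest p among those with a proper symbol and no overlap of the groups, 54 genes in all. Values of 2 of these genes are left out of the text. By chance 2.86% of genes have groups of 4 that do not overlap. Means are given with the SD over 4 libraries. Single genes and lists were compared by exact permutation of the 8 libraries, for which 0.0286 is the smallest p.

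Lists of marker genes were written by hand before the values were seen, from general knowledge, for striatal medium spiny neurons, cortical glutamatergic neurons, septum and ventral forebrain, choroid plexus, ependyma and motile cilia, oligodendrocytes, astrocytes, microglia, endothelium, fibroblasts and mural cells, red blood cells, immediate early genes, glucocorticoid response, heat shock, cold-inducible genes, the circadian clock, inflammatory and interferon genes, and opioid peptides and receptors. A list's value in a library was the mean of log2(FPKM + 0.1) over its genes with a mean FPKM of at least 0.5. The slope of each gene on a list of a neighbouring tissue was fitted in rats outside the comparison tested, so that the comparison itself did not set the slopes.

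Alternatives were a pseudocount of 1 or 0.01, no filter or a mean FPKM of at least 1, quantile normalization, equal medians, all groups in one fit, robust moderation, other p and fold change limits, other rankings and correlations, the replicate number as a block, and leaving out each library in turn. Limma-voom on the recovered reads and a minimum mean of 10 recovered reads were added after the data had been seen. The analysis was tested on simulated reads with 200 changed genes, a test written after the first run on the real values; no part of the analysis was altered because of it. Past the thresholds lay 187 of the 200 changed genes and 380 of the 14885 unchanged genes tested, and an adjusted p under 0.05 was reached by 162 and 7. The correlation of fitted and true fold changes was 0.983. Of 200 genes with a simulated interaction, 181 passed the thresholds and 150 had an adjusted p under 0.05. For 2 unchanged groups against shared controls the simulated fold changes correlated at 0.530 over 14925 genes, and at −0.0546 without a shared library.

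The gene ontology and pathway analyses were left out, because they rest on outside databases. Behavioral measures have no values in the data used here. Overlaps and RRHO with the human study were left out because its full list of values was not part of the material used. DESeq2 and edgeR were not run here, since they had been planned only for values held as counts; limma-voom was run on the recovered reads.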

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

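No test in this part was chosen only after its result had been seen.

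A library was singled out where its gap to the nearest of the 4 libraries of its group exceeded Dixon's 95% limit. This was so in 29 of 366 groups of 4, where chance alone gives 18.3. Among the means of the marker lists (log2; range of the other 3 libraries in brackets), these were microglia in Saline-Saline 2 at 4.50 (4.05 to 4.12), oligodendrocytes in LPS-Saline 1 at 7.92 (7.35 to 7.39), and heat shock in LPS-Saline 4 at 4.62 (4.13 to 4.17) and in LPS-Heroin 1 at 4.22 (4.10 to 4.11). In Saline-Heroin 2, septum and ventral forebrain stood at 2.94 (1.68 to 1.88) and fibroblasts and mural cells at 3.36 (2.75 to 2.77). In LPS-Heroin 4, oligodendrocytes stood at 7.19 (7.66 to 7.69), astrocytes at 6.14 (5.88 to 5.92) and endothelium at 2.80 (2.93 to 2.95). In Heroin-SA 4, cortical glutamatergic neurons stood at 2.57 (4.21 to 4.33), red blood cells at 6.79 (4.32 to 4.50) and heat shock at 4.85 (4.45 to 4.52).

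Single genes with such a library (FPKM; range of the other 3 in brackets) were, in Saline-Saline 1, Ankrd33b at 2.78 (4.76 to 5.01) and Fam131a at 2.46 (1.15 to 1.30); in Saline-Saline 2, Kcnh2 at 13.0 (16.7 to 17.5) and Phyhd1 at 17.5 (20.1 to 20.2). Slc38a2 stood at 50.5 in LPS-Saline 1 (41.6 to 42.3), Spa17 at 10.6 in LPS-Saline 3 (6.98 to 7.45) and Chordc1 at 35.1 in Saline-Heroin 3 (20.8 to 22.7). Tppp3 stood at 21.9 in LPS-Heroin 1 (30.6 to 32.4) and Kcnj12 at 8.76 in LPS-Heroin 3 (6.04 to 6.39). In the self-administration experiment, Chordc1 stood at 22.8 in Saline-SA 2 (19.6 to 20.0). In Saline-SA 3, Kcnk12 stood at 0.887 (2.96 to 3.13), Zswim8 at 0.294 (0.623 to 0.711) and Apln at 11.4 (11.0 to 11.0). RGD1560608 stood at 1.04 in Heroin-SA 1 (1.70 to 1.87). In Heroin-SA 4, Gpr26 stood at 10.3 (7.42 to 7.69), Kcnk12 at 1.27 (3.69 to 4.10) and Ctgf at 11.2 (26.5 to 28.1).

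Heroin-SA 4, LPS-Heroin 4, Saline-Saline 2 and Saline-SA 3 recur most among these libraries. Their reads on genes, in this order 15039440, 15392516, 14939352 and 14587621, lie within the range of the 24 libraries, from 12312878 to 18850240. A low depth is therefore not the explanation. A scaling error would move all lists of a library the same way, whereas in Heroin-SA 4 the cortical list lay under the other libraries and the red blood cell and heat shock lists above them, and in LPS-Heroin 4 oligodendrocytes lay under and astrocytes above. The values named above for Saline-Saline 2 and Saline-SA 3 likewise lay on both sides of those of their groups. Differences in the tissue dissected and differences between single rats stay open. No biological explanation was tested, since the design gives none for a single library. Fam131a and Tppp3 overlap other genes in their listed positions, and the strand used in counting is not stated, so reads of a neighbour stay open for these 2.

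Single libraries also changed results. Without Heroin-SA 4, DEGs shared by Heroin-SA and LPS-Heroin rose from 94 to 161. Kcnk12, at 0.36 (log2) in Heroin-SA against Saline-SA, went to −0.065 without Saline-SA 3, the low library named above.

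The LPS by heroin interaction, a test of whether the effect of both treatments departs from the sum of each, was made for 40 of the named genes. An unadjusted p under 0.05 was found for 5: AABR07019412.1 (log2 −0.85), Ankrd33b (−0.65), Etnk2 (0.64), Slc38a2 (−0.25) and Chordc1 (−0.42). By limma, 0 of them had an adjusted p under 0.05; over these genes alone the adjusted p was 0.358. AABR07019412.1, Ankrd33b and Etnk2 are among the genes the study picked from these same libraries, in part for a change against Saline-Saline, while Slc38a2 and Chordc1 were picked in Heroin-SA against Saline-SA, which shares no library with the injection experiment. A gene picked for a change against Saline-Saline whose Saline-Saline values are low or high by chance appears changed in each treated group, and its interaction then takes the opposite sign. Such chance values of the shared controls may account for part of the differences of the first 3 genes: 30, 9 and 5 of 100 draws with unchanged groups gave as many shared DEGs as observed. For Ankrd33b the low library Saline-Saline 1 entered. That argument does not cover Slc38a2 and Chordc1, for which single high libraries of LPS-Saline and Saline-Heroin entered. A true departure from the sum of the 2 treatments was not shown for any gene.

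The cortical glutamatergic neuron list, which the paper does not discuss, was higher in LPS-Heroin than in Saline-Saline by 0.86 (log2; exact p = 0.0286; 0.617 after adjustment over 108 comparisons of lists), with all 4 LPS-Heroin rats above all 4 Saline-Saline rats. Leaving out a library gave from 0.68 without Saline-Saline 3 to 1.01 without Saline-Saline 2. The exact p stayed at 0.05 or under in 4 of these 8 fits and was 0.0857 in the other 4, each without an LPS-Heroin library. Of its 15 genes, 14 were expressed in this tissue at a mean FPKM of at least 0.5, 0 are in another list and 12 are in the study's own tables of DEGs. Its most abundant genes were Cck, at an FPKM of 191 ± 104 (SD, n = 4) in Saline-Saline and 368 ± 70.8 (SD, n = 4) in LPS-Heroin, and Slc17a7, at 158 ± 79.0 (SD, n = 4) and 333 ± 39.6 (SD, n = 4). Nptx1 had 37.9 ± 13.4 (SD, n = 4) and 63.0 ± 6.54 (SD, n = 4), Lamp5 44.8 ± 13.3 (SD, n = 4) and 49.5 ± 14.1 (SD, n = 4), and Mef2c 27.4 ± 6.93 (SD, n = 4) and 45.5 ± 2.11 (SD, n = 4). The 4 Saline-Saline libraries differed among themselves, with list means of 3.36, 4.12, 3.13 and 4.09.

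A candidate explanation is a difference in the tissue dissected, with more cortex or claustrum in some samples. It was tested with the slope of each gene on the list in the rats of the self-administration experiment. Fold changes of LPS-Heroin against Saline-Saline correlated with these slopes at 0.133 across genes, and 5 of 35 splits gave as large a value. Of the 805 DEGs with a slope, 594 (73.8%) had its sign, a share that none of the other splits reached (highest 71.5%). The test was also made with 2 other lists of neighbouring tissue. For septum and ventral forebrain, which differed by −0.86, the correlation was −0.081 (3 of 35 splits as large). The same share was 71.8% (2 of 35 splits as large). For ependyma, which differed by −0.74, the correlation was 0.0059 (32 of 35 splits as large) and the share 36.3%. Dissection and treatment cannot be told apart here, because each rat gave a single dissection and the measures and lists of the test gave different answers. A change of these genes by LPS and heroin within the NAc remains open and untested.

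In Heroin-SA against Saline-SA, the heat shock list was higher by 0.46 (log2; exact p = 0.0286; 0.617 after adjustment) and the cold-inducible list was lower, at −0.71 (exact p = 0.0286; 0.617 after adjustment), each with all 4 rats of a group on the same side of the other 4. Leaving out a library gave 0.37 to 0.50 and −0.78 to −0.64, and with a mean FPKM of at least 1 the heat shock list had 0.36 (exact p = 0.0857). The cold-inducible list has 2 genes, Cirbp and Rbm3, and both are in the study's tables of DEGs, as are 7 of the 14 heat shock genes, of which 12 were tested. Neither list shares a gene with another. Cirbp had an FPKM of 31.3 ± 4.23 (SD, n = 4) in Heroin-SA and 49.1 ± 4.80 (SD, n = 4) in Saline-SA, and Rbm3 30.5 ± 5.50 (SD, n = 4) and 52.0 ± 6.83 (SD, n = 4). The most abundant heat shock genes were Dnaja1, with 190 ± 25.2 (SD, n = 4) and 139 ± 13.4 (SD, n = 4), and Hsph1, with 171 ± 25.3 (SD, n = 4) and 125 ± 9.59 (SD, n = 4). Chordc1 rose by 0.69, while Hspa8 (−0.098) and Bag3 (−0.058) did not rise. The largest changes of the heat shock list came from low genes with wide errors. Hsp90aa1 rose by 1.54 (standard error 0.68), from 0.313 ± 0.252 (SD, n = 4) in Saline-SA. Hspa1b rose by 0.94 (standard error 0.64), from 2.46 ± 2.58 (SD, n = 4). By limma the adjusted p was 0.198 for Chordc1, 0.235 for Cirbp, 0.255 for Rbm3, 0.289 for Dnaja1 and 0.310 for Hsph1.

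Scaling of the libraries was tested with equal medians, under which the lists differed by 0.43 and −0.73, so scaling does not account for the pattern. Differences in the tissue dissected were tested by predicting both lists from the neighbouring tissue lists; the predicted changes were 0.057 (0.026 to 0.074 with each library left out) and −0.042 (−0.055 to −0.029), far from those observed. A difference in body temperature between the groups at the end of the last session may underlie opposite changes of the 2 kinds of genes. This is a hypothesis found in the same data that tested it; no body temperature is among the values used here, and stress, time of day or the order of collection stay open as well.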

How the results depend on the processing

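No test in this part was chosen only after its result had been seen, apart from 2 alternatives chosen after seeing the data, limma-voom on the recovered reads and a minimum mean of 10 recovered reads. All other alternatives, the thresholds and the rule for naming genes were set before the data were examined. Where a result changed, the cause was not tested, unless the alternative itself shows it.

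Without a filter on FPKM there were 582 DEGs for LPS-Saline against Saline-Saline in place of 358, 548 for LPS-Heroin against LPS-Saline in place of 345 and 524 for LPS-Heroin against Saline-Heroin in place of 332. By limma, genes with an adjusted p under 0.05 were then 7 for LPS-Saline, 5 for Saline-Heroin and 1 for LPS-Heroin against Saline-Heroin, in place of 0. The LPS by heroin interaction then had 565 genes in place of 349, and 2 with an adjusted p under 0.05 in place of 0. Of the 358 DEGs of LPS-Saline, 343 were among the 582.

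With no fold change limit the DEGs of the 6 comparisons were 1002 (LPS-Saline), 995 (Saline-Heroin), 1704 (LPS-Heroin), 693 (LPS-Heroin against LPS-Saline), 637 (LPS-Heroin against Saline-Heroin) and 1725 (Heroin-SA). With an unadjusted p of at most 0.01 they were 111, 107, 341, 55, 70 and 267. These 2 changes follow from the thresholds themselves. For Heroin-SA against Saline-SA, 1 gene had an adjusted p under 0.05 by limma with a pseudocount of 1, and 69 genes with all groups in one fit, which pools the spread of the 24 libraries; over the other alternatives with all libraries the count was 0.

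With each comparison set against its own 2 Saline-Saline rats, as means of the 6 ways, shared DEGs were 35.5 for LPS-Saline and Saline-Heroin, 54.2 for LPS-Saline and LPS-Heroin and 49 for Saline-Heroin and LPS-Heroin, in place of 87, 129 and 168. The correlations were 0.0600, 0.104 and 0.117 in place of 0.577, 0.605 and 0.598, and the largest RRHO values were 56.4, 88.2 and 108 in place of 619, 652 and 740. Both the smaller groups and the removal of the shared controls enter these values.

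As Spearman rho, the correlation across genes of Heroin-SA with LPS-Saline was 0.324 in place of 0.211 and with Saline-Heroin 0.207 in place of 0.119. With at least 10 recovered reads, the alternative chosen after seeing the data, these were 0.283 and 0.203. The correlation of LPS-Heroin with the human values of Table SE9, 0.204, passed a permutation p of 0.05 before adjustment; it was 0.149 with 0 for genes past no threshold, 0.113 as Spearman rho and 0.160 with a pseudocount of 1, none of which passed. For LPS-Saline, at 0.0252, Spearman rho was −0.0644.

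The replicate number as a block gave 198 DEGs shared by LPS-Saline and LPS-Heroin in place of 129. Libraries with the same number did not deviate from their group means together, with mean correlations from −0.0756 to 0.0625 over 7 pairs of groups, so the numbers do not pair the rats. Under the block, 8 named results fell under the thresholds and 7 rose past them, and no other summary result changed.

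Leaving out each library in turn gave from 310 to 625 DEGs for LPS-Saline, the 625 without LPS-Saline 3, and from 366 to 727 for Saline-Heroin, the 727 without Saline-Heroin 2. For LPS-Heroin the range was 664 to 988, for LPS-Heroin against LPS-Saline 295 to 428, for LPS-Heroin against Saline-Heroin 301 to 446 and for Heroin-SA 645 to 1211. Genes with an adjusted p under 0.05 by limma ranged from 0 to 1 for LPS-Saline (1 without Saline-Saline 2, Saline-Saline 3 or LPS-Saline 1) and from 0 to 3 for Saline-Heroin (3 without Saline-Heroin 2). For LPS-Heroin the range was 0 to 2 (2 without Saline-Saline 2; 1 without Saline-Saline 3 or LPS-Heroin 1), and for LPS-Heroin against LPS-Saline 0 to 1 (1 without LPS-Saline 1 or LPS-Heroin 2). For LPS-Heroin against Saline-Heroin it was 0 to 2 (2 without Saline-Heroin 3 or LPS-Heroin 2; 1 without Saline-Heroin 2), and for Heroin-SA 0 to 1 (1 without Heroin-SA 1 or Heroin-SA 4). The interaction gave 290 to 446 genes, and 0 to 1 with an adjusted p under 0.05 (1 without LPS-Heroin 3).

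Shared DEGs under leave-one-out ranged from 66 to 141 for LPS-Saline and Saline-Heroin (141 without Saline-Saline 3; 135 without LPS-Saline 3) and from 85 to 294 for LPS-Saline and LPS-Heroin (85 without Saline-Saline 1; 294 without LPS-Saline 3). They ranged from 102 to 314 for Saline-Heroin and LPS-Heroin (102 without Saline-Heroin 1 or Saline-Heroin 3; 314 without Saline-Heroin 2). For Heroin-SA the ranges were 42 to 91 with LPS-Saline (91 without LPS-Saline 3), 40 to 91 with Saline-Heroin (91 without Saline-Heroin 2) and 66 to 161 with LPS-Heroin (161 without Heroin-SA 4). In all 3 injection comparisons there were 30 to 86, in place of 50 (30 without Saline-Heroin 1; 32 without Saline-Heroin 3; 86 without LPS-Saline 3). In all 4 comparisons there were 8 to 22, in place of 14 (8 without Saline-Saline 1; 9 without LPS-Saline 1 or Saline-Heroin 1; 22 without Saline-Saline 4).

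Correlations across genes with a library left out ranged from 0.505 to 0.654 (LPS-Saline and Saline-Heroin), 0.535 to 0.682 (LPS-Saline and LPS-Heroin) and 0.540 to 0.674 (Saline-Heroin and LPS-Heroin). For Heroin-SA they ranged from 0.160 to 0.222 with LPS-Saline, 0.0935 to 0.142 with Saline-Heroin and 0.113 to 0.216 with LPS-Heroin. The effect of LPS with and without heroin gave 0.0138 to 0.118, and the effect of heroin with and without LPS 0.0437 to 0.115. The correlation with the human values ranged from −0.0612 (without LPS-Saline 4) to 0.0963 for LPS-Saline. For Saline-Heroin it ranged from 0.146 to 0.222, against 0.184 with all libraries, and passed a permutation p of 0.05 without Saline-Saline 1 (0.199), Saline-Saline 2 (0.195), Saline-Saline 4 (0.193), Saline-Heroin 1 (0.195) or Saline-Heroin 3 (0.222). For LPS-Heroin it ranged from 0.170 to 0.235, and did not pass without Saline-Saline 2 (0.180) or LPS-Heroin 4 (0.170).

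Comparisons of marker lists with an exact p under 0.05 numbered 2 to 5 in place of 3 (5 without Saline-Saline 4 or Saline-Heroin 1), and 0 had an adjusted p under 0.05. The cortical list in LPS-Heroin against Saline-Saline ranged from 0.68 to 1.01, and in Heroin-SA against Saline-SA the heat shock list from 0.37 to 0.50 and the cold-inducible list from −0.78 to −0.64. The exact p of the cortical list rose to 0.0857 with any single LPS-Heroin library left out, and that of the heat shock list with a mean FPKM of at least 1, where the difference was 0.36.

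Of 121 named results of single genes, 87 passed the thresholds; 54 of these passed whichever library was left out, and 73 passed under every alternative with all libraries. Counted once for each library left out, results fell under the thresholds 116 times and rose past them 35 times. A result can enter these counts more than once. The sign changed for 2 results. Clip3 (ENSRNOG00000020821) in Heroin-SA went from −0.31 to 0.32 without Saline-SA 2 (lowest −0.73, without Saline-SA 3). Kcnk12 in Heroin-SA went from 0.36 to −0.065 without Saline-SA 3 (highest 0.74, without Heroin-SA 4). No named result changed sign under another alternative. With all groups in one fit 2 fell and 6 rose, and a pseudocount of 1 made 6 fall. Under equal medians 2 fell, and under quantile normalization 2 fell and 1 rose. With limma-voom on the recovered reads, chosen after seeing the data, 1 fell and 4 rose. The share of upregulated DEGs moved by less than 10 percentage points under both scalings. With equal medians the majority nevertheless turned in some comparisons. LPS-Saline then had 155 upregulated and 209 downregulated DEGs, in place of 183 and 175. Heroin-SA had 414 and 420, in place of 457 and 362, and LPS-Heroin against LPS-Saline 198 and 158, in place of 172 and 173.

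Not run were edgeR and DESeq2, which were planned only for counts, the marker lists with all groups in one fit, a block or robust moderation, which do not apply to exact permutation, and RRHO under settings other than the ranking, the step and the controls.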

Differences from the paper's values

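Apart from limma-voom on the recovered reads, chosen after seeing the data, no test in this part was chosen only after its result had been seen. A count is taken to differ from the paper's where one is more than 1.5 times the other, and a gap is called closed where a setting brought the counts within that factor, not where it gave the paper's count.

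The number of DEGs shared by Heroin-SA and LPS-Saline was 59, against the paper's 101. Of the alternatives set before the data were examined, no filter gave 73, all groups in one fit 82 and the replicate block 79. Leaving out Saline-Saline 4 gave 79, LPS-Saline 2 gave 80, LPS-Saline 3 gave 91, Saline-SA 1 gave 78 and Heroin-SA 3 gave 74; these 8 closed the gap and the others did not. The number shared by Heroin-SA and LPS-Heroin was 94, against the paper's 152. The replicate block gave 110, and leaving out Saline-Saline 2 gave 102, LPS-Heroin 3 gave 116, Saline-SA 1 gave 134, Saline-SA 2 gave 106 and Heroin-SA 4 gave 161; these closed the gap and the others did not.

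In all 4 comparisons 14 DEGs were shared, against the paper's 22. Equal medians gave 15, all groups in one fit 17, and leaving out Saline-Saline 3 gave 15, Saline-Saline 4 gave 22, LPS-Saline 2 gave 15, LPS-Saline 3 gave 18, Saline-Heroin 2 gave 16, Saline-SA 1 gave 19, Saline-SA 2 gave 16, Heroin-SA 1 gave 15 and Heroin-SA 3 gave 15. These alternatives, set before the data were examined, closed the gap and the others did not. Of the paper's 22 genes, 12 were past the thresholds in all 4 comparisons here, and 15, 17, 21 and 12 in LPS-Saline, Saline-Heroin, LPS-Heroin and Heroin-SA.

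Genes with an adjusted p under 0.05 numbered 0 in every comparison by limma, beside 1002, 995, 1704, 693 and 1725 at an unadjusted p under 0.05 in the 5 comparisons that follow. The paper's table of LPS-Saline against Saline-Saline has 10 such genes; of the alternatives set before the data were examined, no filter gave 7 and closed the gap. The paper's tables have 11 for Saline-Heroin against Saline-Saline, 281 for LPS-Heroin against Saline-Saline and 5 for LPS-Heroin against LPS-Saline, and none of the alternatives set before the data were examined closed the gap. For Heroin-SA against Saline-SA the paper's table has 119; all groups in one fit gave 69 and a pseudocount of 1 gave 1, and none of the alternatives set before the data were examined closed the gap.

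The paper ranks the overlap of Heroin-SA with Saline-Heroin as the lowest of the 3 injection groups. Here 59 DEGs were shared with LPS-Saline, 60 with Saline-Heroin and 94 with LPS-Heroin, so LPS-Saline was lower by a single gene; the difference was not tested.

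Of 110 gene calls in the paper's tables that concern named genes, 25 were not past the thresholds here. With all libraries, 13 of these passed under 1 or more alternatives and 12 under none. In LPS-Saline against Saline-Saline the paper lists Ddc, which was at −0.49 (log2) here and passed with all groups in one fit, with limma-voom, which was chosen after seeing the values, and without LPS-Saline 3. Exph5, at 0.66, passed in the same 3 settings. Mas1 (0.91) and Pdzrn3 (0.44) passed with the replicate block and without LPS-Saline 3. Mical2 (0.44) passed with the block, with limma-voom, chosen after seeing the values, and without Saline-Saline 4 or LPS-Saline 3. Zswim8 (1.07) passed with all groups in one fit, with the block and without LPS-Saline 1. Clip3 (ENSRNOG00000050104; 1.19) passed without LPS-Saline 1 or LPS-Saline 4, and Fhad1 (−1.66) without Saline-Saline 4.

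In Saline-Heroin against Saline-Saline the paper lists Clip3 (ENSRNOG00000020821), at 1.46 here, which passed with the replicate block and without Saline-Heroin 3, and the Clip3 copy ENSRNOG00000050104, at 0.77, which passed without Saline-Heroin 3. RGD1560608 (−1.40) passed with all groups in one fit and without Saline-Saline 2 or Saline-Heroin 2. Mical2 (0.39) passed without Saline-Heroin 2, and Zswim8 (0.73) with limma-voom alone, chosen after seeing the values. Fhad1 (−0.78) passed in no setting. In LPS-Heroin against Saline-Saline, Fhad1 (−1.34) passed without Saline-Saline 4.

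In Heroin-SA against Saline-SA the paper lists Grin2a, which was at 0.55 here, and RGD1560608, at −0.83; neither passed in any setting. Kcnh2 (−0.36) passed with quantile normalization and without Saline-SA 1, Saline-SA 2 or Heroin-SA 1. Kcnj16 (−1.06) passed with the replicate block and without Saline-SA 1 or Heroin-SA 4. Lsm11 (0.73) passed with all groups in one fit, with the block and without Saline-SA 2 or Heroin-SA 4. Mas1 (1.12) passed with all groups in one fit and without Saline-SA 1 or Heroin-SA 4. Clip3 (ENSRNOG00000050104; 1.21), Mical2 (0.46) and Pdzrn3 (0.44) passed without Heroin-SA 4, and Zswim8 (0.73) without Heroin-SA 2. Exph5 and Fhad1, which the paper also lists, lay under the minimum FPKM; Exph5 entered and passed with all groups in one fit, and neither passed with no filter.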

Other observations

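The tests of whether other splits of the libraries gave as large a correlation of fold changes, and the regroupings for the LPS by heroin interaction, were chosen only after those results had been seen; the other tests in this part had been set beforehand.

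The number of DEGs was set against other splits of the same 8 libraries. For LPS-Heroin against Saline-Saline, only the real split of the 35 gave as many as 822 DEGs (1 of 35; highest of the others 668), and 1 of 100 draws of unchanged groups did. For Heroin-SA against Saline-SA, 3 of 35 splits gave 819 or more (highest other 875), as did 10 of 100 draws. The real split was less unusual elsewhere: 14 of 35 for LPS-Saline against Saline-Saline (358), 7 for Saline-Heroin against Saline-Saline (465), 20 for LPS-Heroin against LPS-Saline (345) and 14 for LPS-Heroin against Saline-Heroin (332). In these 4 comparisons, and in Heroin-SA against Saline-SA, chance differences between rats remain open as an explanation of the number of DEGs. By limma, 0 genes had an adjusted p under 0.05 in any of the 6 comparisons, against 1002, 995, 1704, 693, 637 and 1725 genes with an unadjusted p under 0.05, in the order LPS-Saline, Saline-Heroin and LPS-Heroin against Saline-Saline, LPS-Heroin against LPS-Saline and against Saline-Heroin, and Heroin-SA against Saline-SA. Chance gives from 751 to 757. The larger count for LPS-Heroin than for LPS-Saline or Saline-Heroin is not in itself a test of a difference between treatments; the direct comparisons with LPS-Saline and Saline-Heroin gave the 345 and 332 DEGs above.

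DEG lists of the injection experiment shared many genes, and their fold changes correlated across genes, which are not independent replicates. Each of these comparisons uses the same 4 Saline-Saline rats. With unchanged groups in place of the treated ones, 20, 21 and 15 of 100 draws gave as large a correlation for LPS-Saline with Saline-Heroin (observed 0.577), LPS-Saline with LPS-Heroin (0.605) and Saline-Heroin with LPS-Heroin (0.598). As many shared DEGs were reached in 30, 9 and 5 of 100 draws (observed 87, 129 and 168, with medians of 65.5, 60.5 and 62 in the draws). Relative to the number expected from the lengths of the lists, 40, 61 and 67 draws reached the observed overlap. With separate Saline-Saline rats for each comparison, over the genes tested in the 16 libraries, the mean correlations were 0.0596, 0.105 and 0.104, and 31, 25 and 22 of 100 draws were as large. Chance values of the shared controls are therefore a candidate explanation of most of this similarity; a smaller shared effect of LPS and heroin remains open. The effect of LPS with heroin and without it, which share no library, correlated at 0.0814 across genes (14 of 35 splits as large), and the effect of heroin with LPS and without it at 0.0786 (11 of 35).

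Heroin-SA and the injection groups share no control. Their fold changes correlated at 0.211 (LPS-Saline), 0.119 (Saline-Heroin) and 0.171 (LPS-Heroin) across genes, and 1, 2 and 4 of 35 splits gave as large an absolute value, taking the larger count when the splits of either comparison were used. The highest other split for LPS-Saline gave 0.178. For Saline-Heroin and LPS-Heroin, chance differences between rats stay open. Differences in the tissue dissected were tested by removing from the fold changes the part that followed the lists of neighbouring tissues in other rats. For LPS-Saline the correlation went from 0.207 to 0.187, with 0.130 as the highest of the other splits, which argues against that explanation as the whole cause. The part removed held 1.97% and 3.12% of the variance of the fold changes, so other differences of tissue, of handling or of the stress of both procedures stay open, as does an effect shared by LPS and heroin intake. The difference between the 3 correlations was not tested.

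The LPS by heroin interaction passed the thresholds for 349 genes, with 0 genes at an adjusted p under 0.05 by limma and 607 at an unadjusted p under 0.05, where chance gives 756. Of 100 regroupings of the 16 libraries, 59 gave as many genes (median of the others 382, from 215 to 1210). Chance is therefore a candidate explanation of this count. Of the 575 genes called in LPS-Heroin against Saline-Saline alone, 11 passed the thresholds of the interaction, so being called in a single comparison was seldom accompanied by a tested difference.

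Marker gene lists were compared in all 6 comparisons. Of 108 comparisons, 3 had the smallest exact p that 8 libraries allow, 0.0286, and 0 had an adjusted p under 0.05 (smallest 0.617). These were the cortical glutamatergic neuron list in LPS-Heroin against Saline-Saline and the heat shock and cold-inducible lists in Heroin-SA against Saline-SA, described above. Among the lists of neighbouring tissue, 1 of 24 comparisons had an exact p under 0.05 (0.686 expected by chance). Differences in the tissue dissected cannot be told apart from the treatments as a source of the DEG counts, because each rat gave a single dissection and 1 such comparison is near the number chance gives.

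The differences of the other lists (log2, lowest to highest over the 6 comparisons, with the smallest exact p) follow. For striatal medium spiny neurons they ran from −0.073 to 0.15 (exact p = 0.543), and for septum and ventral forebrain from −0.86 in LPS-Heroin against Saline-Saline to −0.23 (exact p = 0.0857). Choroid plexus genes ran from −1.54 in LPS-Saline against Saline-Saline to 0.82 in LPS-Heroin against LPS-Saline (exact p = 0.229), with as few as 2 of 12 genes tested. For ependyma the range was −0.96 to 0.22 (exact p = 0.229), for oligodendrocytes −0.35 to 0.16 (exact p = 0.171), for astrocytes −0.28 to −0.096 (exact p = 0.0571) and for microglia −0.11 to 0.055 (exact p = 0.0571). Endothelium gave −0.062 to 0.016 (exact p = 0.371), fibroblasts and mural cells −0.67 to 0.77 (exact p = 0.114), and red blood cells −0.30 to 0.78 (exact p = 0.0571). Immediate early genes gave −0.70 to 0.46 (exact p = 0.0571), glucocorticoid response −0.15 to 0.21 (exact p = 0.0571), and the circadian clock −0.026 to 0.052 (exact p = 0.457). Opioid peptides and receptors gave −0.16 to 0.15 (exact p = 0.343). The striatal and the opioid lists hold 2 genes in common, Penk and Pdyn; no other gene is in more than 1 list.

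For the inflammatory and interferon list the differences ran from −0.084 in LPS-Saline against Saline-Saline to 0.092 in LPS-Heroin against LPS-Saline (exact p = 0.600), with as few as 7 of 17 genes tested. Il6, Il1b and Tnf lay under the minimum FPKM, with at most 5, 16 and 5 reads in a library. Il6 had an FPKM of 0.127 ± 0.0511 (SD, n = 4) in Saline-Saline and 0.236 ± 0.106 (SD, n = 4) in LPS-Saline. At these depths the libraries do not settle whether the 3 cytokine genes changed in the NAc.

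Genes listed in the paper's tables of DEGs were compared one by one with the values here. Past the thresholds here were 240 of 425 genes for LPS-Saline, 310 of 491 for Saline-Heroin and 672 of 911 for LPS-Heroin against Saline-Saline. The counts were 186 of 319 for LPS-Heroin against LPS-Saline, 190 of 317 for LPS-Heroin against Saline-Heroin and 643 of 1032 for Heroin-SA against Saline-SA. The listed genes tested here, 392, 463, 864, 297, 288 and 992 in these comparisons, had the sign of the paper's tables without exception. The fold changes correlated across the listed genes at 0.976, 0.980, 0.984, 0.979, 0.972 and 0.988. The paper's tables rest on these rats at least in part, so this comparison is not an independent check.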
